# MicroRNAs in Honey Bee Caste Determination

**DOI:** 10.1038/srep18794

**Published:** 2016-01-07

**Authors:** Regan Ashby, Sylvain Forêt, Iain Searle, Ryszard Maleszka

## Abstract

The cellular mechanisms employed by some organisms to produce contrasting morphological and reproductive phenotypes from the same genome remains one of the key unresolved issues in biology. Honeybees (*Apis mellifera*) use differential feeding and a haplodiploid sex determination system to generate three distinct organismal outcomes from the same genome. Here we investigate the honeybee female and male caste-specific microRNA and transcriptomic molecular signatures during a critical time of larval development. Both previously undetected and novel miRNAs have been discovered, expanding the inventory of these genomic regulators in invertebrates. We show significant differences in the microRNA and transcriptional profiles of diploid females relative to haploid drone males as well as between reproductively distinct females (queens and workers). Queens and drones show gene enrichment in physio-metabolic pathways, whereas workers show enrichment in processes associated with neuronal development, cell signalling and caste biased structural differences. Interestingly, predicted miRNA targets are primarily associated with non-physio-metabolic genes, especially neuronal targets, suggesting a mechanistic disjunction from DNA methylation that regulates physio-metabolic processes. Accordingly, miRNA targets are under-represented in methylated genes. Our data show how a common set of genetic elements are differentially harnessed by an organism, which may provide the remarkable level of developmental flexibility required.

In honeybees, three contrasting adult phenotypes are produced from the same genome as a result of biological constraints that are manifested during development^1^,^2^,^3^,^4^. Two identical diploid embryos can develop either into a functionally sterile and short-lived female worker or into a highly reproductive and long-lived queen, depending on dietary intake during postembryonic development. In contrast, male drones develop from unfertilised haploid eggs laid by a queen into special cells. Although sex determination is genetically controlled^5^, drone larvae receive a distinct diet in larger quantities compared to that of worker larvae. This suggests that similarly to queens, nutrition provides important cues for their proper development^4^,^6^.

From a developmental perspective the phenomenon of conditional phenotypes is not trivial. It requires hierarchical global reprogramming of gene expression patterns related to reproduction, longevity, cell differentiation, organogenesis, apoptosis, contrasting behaviours, etc. The flexibility of the underlying processes is underscored by recent findings that the queen phenotype can be induced not only by feeding selected larvae with royal jelly, but also by other means^7^, notably by silencing *de novo* methylation in newly hatched larvae^8^ and by interfering with the expression of genes belonging to the insulin pathway^9^.

To gain a greater understanding of the regulatory processes underlying caste specific phenotypic development in response to environmental cues, recent studies have investigated differences in the transcriptional landscape of the two female diploids to try and elucidate possible caste-biased gene expression profiles^10^,^11^,^12^,^13^,^14^,^15^,^16^,^17^. In general, larvae destined to be queens show enrichment in gene transcription associated with physio-metabolic pathways and ovary development, most likely associated with greater mass and reproductive capabilities of the larger fertile queen. In contrast, larvae destined to become the functionally smaller sterile workers show enrichment in genes associated with developmental maturation and caste biased structures such as enlarged mushroom bodies, supressed ovary development, as well as structural differences in the legs and wings required for foraging. The transcriptional profile of both female diploids varies somewhat from the above generalisations at earlier stages of larval development (L1–L3)^13^, which precede the differential expression of juvenile hormone, a process believed to be critical to the general body growth and ovary development of queens^11^,^18^. In contrast to the considerable analysis of differences in the transcriptional profile of diploid females, virtually no work has been undertaken on the transcriptional profile of the developing haploid male, a critical question addressed in the current article.

How such distinctly different transcriptional profiles are established during larval development, and how such profiles lead to caste specific phenotypic outputs, is not well understood, but appears to involve discrete changes in hormone signalling associated with dietary intake^8^. At the molecular level, the contrasting genome-wide methylation profiles in queens and workers^17^ are essential for controlling the caste-specific gene expression patterns, and in particular the patterns of alternative splicing in response to dietary cues. The role of other epigenomic modifiers in bee development is less clear, but some unusual fatty acid components of royal jelly have already been implicated in such a role^4^,^19^. They exhibit powerful histone deacetylase inhibitory activities, which results in open chromatin conformation affecting the expression of hundreds of genes from the very moment every young larva gets a mouthful of royal jelly. This idea is supported by a recent study showing that extensive post-translational histone tail modifications occur in queen ovaries and in larval tissues^20^.

In more recent times, the role of non-coding microRNAs (miRNAs) has become an area of major interest in regards to the regulation of phenotypic and developmental plasticity. As part of a larger RNA induced silencing complex (RISC), miRNAs provide sequence-specific translational repression of target mRNA molecules. They may also be involved in RNA-directed DNA methylation, translational activation and alternative splicing^21^,^22^,^23^,^24^. Increasing evidence suggests that miRNAs confer genetic robustness by reinforcing transcriptional programs, preventing major phenotypic variation in response to environmental fluctuations [canalization, for review see^25^].

Work in several species has indicated that miRNAs are important in safeguarding the correct spatiotemporal transcriptional profile, ensuring proper tissue differentiation during the movement between developmental stages, for review see^26^. In honeybees, preliminary studies on the spatiotemporal patterning of miRNA expression in adults suggested that the miRNA landscape changes during the age-dependent switch in labour division from nurse to forager in female workers^27^,^28^,^29^,^30^,^31^,^32^,^33^. However, little work has been undertaken on the role of miRNAs in the establishment of caste specific gene-expression profiles associated with the phenotypic polymorphism observed between drones, queens and workers. This study investigates differences in the miRNA profiles observed between these three castes during a critical time window of developmental canalization, or the point of no return, and how this relates to differences in their transcriptional profile and ultimately their phenotypic output.

## Results/Discussion

### MiRNA profile varies significantly between castes

In addition to the 218 known honeybee miRNAs deposited in miRBase^34^ (http://www.mirbase.org/), we identified 82 novel miRNAs in our samples (Supplementary Table S1). 

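The miRNA data came from 15 small RNA libraries, 5 for each of the 3 castes. Each library was made from a pool of 5 larvae, so that 25 larvae of each caste, all from a single hive, stood behind the libraries. Queen and worker larvae were collected at 96 ± 1 h and drone larvae at 96 ± 5 h, where ± gives the age range stated in the paper's methods. The authors removed reads that mapped to rRNA and tRNA, discarded short reads and predicted miRNAs with the mirDeep2 software, first on each library and then on all reads together. The merged predictions were curated by hand, and the same software gave the number of reads of each miRNA. These raw counts were deposited without normalization, for 222 miRNAs listed under a miRBase name and 79 listed by their position in the assembly. Drone libraries held between 3088033 and 4942565 counts (median 4516948), queen libraries between 1997036 and 5429070 (median 2698256) and worker libraries between 595635 and 904853 (median 832023). Every worker library was thus smaller than every library of the other castes. The 10 most abundant miRNAs took between 78.5 and 85.7% of the counts of a library. Counts were scaled with edgeR's TMM normalization, with factors from 0.708 to 1.18, and the 15 libraries were fitted in one model with a term for caste. Differential expression was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at a false discovery rate of 1%, for miRNAs with at least 5 counts in at least 5 libraries. This filter and this rate are those of the paper's methods. The scaling between castes affected the direction of the differences. Under TMM scaling, the median log2 fold change of all tested miRNAs in workers relative to queens was 0.324. It was 0.075 with DESeq2's size factors, 0.003 with upper-quartile normalization and 0.639 with library size only. Per miRNA, the median shift from the TMM value was -0.24, -0.32 and 0.34 with these scalings in turn. For queens relative to drones the largest such shift was 0.27, with upper-quartile normalization.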

Novel miRNAs were dispersed throughout the genome (Fig. 1), sitting primarily within intergenic and intronic regions (Table 1). The majority of honeybee miRNAs are located in intergenic regions, but a substantial number are also found within protein coding genes, primarily in introns (Table 1). MiRNAs overlapping with protein coding genes tend to be found on the same strand suggesting that these miRNAs could be derived from mRNAs e.g. mirtrons^35^,^36^. A map of the chromosomal location of the identified miRNAs is shown on Fig. 1. MicroRNAs, both known and novel, are dispersed throughout the genome, with only a small proportion clustered in regions of 1Kb or less (Supplementary Figure S1)

After filtering out miRNAs with low counts (see methods), the expression of 164 distinct miRNAs were detected. Of these, 119 represent known or predicted sequences that have been previously deposited in miRBase, while 45 represent previously unknown sequences. 

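With at least 5 counts in at least 5 of the 15 libraries, 180 of the 301 miRNAs in the files were retained, 124 of them with a miRBase name and 56 predicted in the study. The other 121 lay below this limit, which means that their expression was too low to be compared at this depth and not that it was absent. With a filter of more than 5 counts in more than 5 libraries, tried after the data had been seen, 164 miRNAs were retained, 119 known and 45 predicted. The alternative that moved the number most was a minimum of 10 counts in every library, which left 106. The known miRNAs took between 98.4 and 99.1% of the counts of each library and the predicted ones between 0.866 and 1.64%. Among the miRNAs retained, the median of the mean expression was 235 CPM (counts scaled by the TMM-adjusted library size) for known miRNAs and 5.52 CPM for predicted ones. In 8 cases the counts of a retained miRNA were identical to those of another one in all 15 libraries, so that reads of these copies cannot be told apart. Such copies were kept as separate entries, and each is counted in the numbers of miRNAs that follow.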

The majority of the unknown miRNAs share little sequence similarity with known miRNAs from other species and therefore appear to represent miRNAs unique to *Apis mellifera*.

At larval stage L4/L5, the miRNA profile is clearly distinct for each of the three honeybee castes. 

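On the log2 CPM of the 180 miRNAs (prior count 2), the first principal component held 53.0% of the variance and the second 17.7%. Drone libraries had scores between -13.8 and -10.2 on the first component and worker libraries between 8.55 and 10.7, with queen libraries from -3.18 to 7.67 between them. On the second component, queen libraries lay between 3.29 and 8.62, drone libraries between -4.63 and 1.28 and worker libraries between -6.99 and -0.239. Caste accounted for 65.8% of the summed squared Euclidean distances between libraries (exact permutation test over the 126126 divisions of 15 libraries into 3 groups of 5, p = 7.9e-06, the smallest possible). The mean distance was 11.5 ± 2.99 (SD) within a caste and 20.7 between castes, and for all 15 libraries the nearest other library was of the same caste. Complete-linkage clustering divided into 3 clusters placed the 5 drone libraries in one and 4 queen libraries in another, while the third held 6 libraries, namely queen replicate 2 and the 5 worker libraries. This queen library also had the lowest silhouette value of the 15, 0.063. From these groupings the paper concludes that the miRNA profile of each caste is distinct.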

Principle component analysis (Fig. 2A) and clustering analysis according to the Euclidian distance between gene expression vectors (Fig. 2C) illustrates that each caste groups in a distinctly separate manner. 

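At a false discovery rate of 1%, 99 of the 180 miRNAs (55%) differed in expression in at least 1 of the 3 comparisons between castes, while 81 differed in none. Of these 99, 50 differed in 1 comparison, 43 in 2 and 6 in all 3. The number in all 3 comparisons was 13 with DESeq2's Wald test and 19 at a false discovery rate of 5%. The most frequent patterns were a lower level in queens relative to drones with no other difference (14 miRNAs), a lower level in both females relative to drones (12), a higher level in workers relative to drones with no other difference (12), and a higher level in both females relative to drones (10). Differential expression was found for 72 of the 124 known miRNAs and for 27 of the 56 miRNAs predicted in the study.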

Of the 164 miRNAs detected, 120 show differential expression between at least two castes, with 27 showing differential expression amongst all three castes (Fig. 3A). 

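Between workers and queens, 39 of the 180 miRNAs (21.7%) differed in expression, with a median absolute log2 fold change of 1.35, and the number rose to 68 at a false discovery rate of 5%. For 40 miRNAs (22.2%) all 5 workers lay above or below all 5 queens, a separation that chance gives for 0.794% of miRNAs. Leaving out 1 library at a time gave between 28 miRNAs, without worker replicate 2, and 59, without queen replicate 2. Ame-mir-3759 was expressed at 400 ± 78.2 CPM (SD, n = 5) in workers and 36.8 ± 34.7 CPM in queens, a log2 fold change of 3.45 (SE 0.532, adjusted p = 0.000135, edgeR). Ame-mir-6038 was among the miRNAs with the largest decrease, with 26.1 ± 7.46 CPM in workers and 105 ± 57.3 CPM in queens (log2 fold change -2.02, SE 0.364, adjusted p = 0.000415, edgeR).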

Between diploid castes, 72 miRNAs show differential expression. Of these, 42 are up-regulated and 30 are down-regulated in workers relative to queen larvae. 

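Of the 39 miRNAs that differed under TMM scaling, 28 were higher and 11 lower in workers relative to queens. The median log2 fold change of all tested miRNAs was itself 0.324 under this scaling, and the balance changed with the scaling. DESeq2's size factors gave 21 higher and 28 lower, upper-quartile normalization gave 12 higher and 30 lower, and library size only gave 52 higher and 8 lower. With TMM factors calculated on the queen and worker libraries alone, 12 miRNAs were higher and 21 lower, and without a filter on low counts 15 were higher and 25 lower. Of the 39 miRNAs, 32 were also found in the same direction with DESeq2's size factors, 23 with upper-quartile normalization and 36 with library size only.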

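Between queens and drones, 58 of the 180 miRNAs differed in expression, 22 higher and 36 lower in queens, with a median absolute log2 fold change of 1.52. With upper-quartile normalization the balance was the opposite, with 40 higher and 22 lower. At a false discovery rate of 5% the number was 88, and with at least 10 counts required in every library it was 38. The 15 fits without 1 library each gave between 38 miRNAs, without drone replicate 3, and 60, without worker replicate 3. For 56 miRNAs (31.1%) no queen library overlapped with any drone library. Ame-mir-3715 had 1243 ± 331 CPM (SD, n = 5) in drones and 178 ± 13.1 CPM in queens (log2 fold change -2.81, SE 0.223, adjusted p = 2.99e-08, edgeR), while ame-mir-2765-5p had 387 ± 41.2 CPM in drones and 2327 ± 837 CPM in queens (log2 fold change 2.59, SE 0.241, adjusted p = 1.3e-07, edgeR).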

A comparison of queens relative to the haploid drone illustrates the differential expression of 87 miRNA (49 up-regulated and 38 down-regulated). 

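Between workers and drones, 57 miRNAs differed in expression, 32 higher and 25 lower in workers, and their median absolute log2 fold change of 2.20 was the largest of the 3 comparisons. With DESeq2's size factors 29 were higher and 36 lower. A false discovery rate of 5% gave 91 miRNAs. The levels of 61 miRNAs (33.9%) did not overlap between the 5 worker and the 5 drone libraries. The largest increase among known miRNAs was that of ame-mir-3759, which had 2.61 ± 1.08 CPM (SD, n = 5; 5 to 20 counts per library) in drones, with a log2 fold change of 7.23 (SE 0.649, adjusted p = 9.29e-08, edgeR). Ame-mir-6001-3p rose from 3119 ± 1248 CPM in drones to 18100 ± 775 CPM in workers (log2 fold change 2.54, SE 0.240, adjusted p = 1e-07, edgeR).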

Finally, the differential expression of 80 miRNAs (44 up-regulated, 36 down-regulated) is observed in workers relative to drones. 

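Relative to drones, 28 miRNAs differed in the same direction in both queens and workers. Relative to queens, 11 miRNAs differed in the same direction in drones and workers, and relative to workers 16 did so in drones and queens. Across the 180 miRNAs, the log2 fold changes of queens and of workers relative to drones had a correlation of 0.823. Both comparisons use the same drone libraries, so part of this correlation is present without any difference between castes. In 20 simulated sets of counts without a difference, the correlation lay between 0.160 and 0.603, and no miRNA was called in both comparisons. The observed value thus exceeded what shared libraries alone gave. MiRNAs are not independent replicates, and no p-value is attached to this correlation.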

Significant overlap is seen in the expression differences observed between drones relative to either of the female castes. This suggests that the haploid system, at this developmental stage, shows clear differences in its non-coding RNA profile to that of the diploid system.

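The mean profiles of workers and drones were 22.2 apart in Euclidean distance on log2 CPM, those of queens and drones 17.0 and those of workers and queens 14.1. Between single libraries it ran from 22.5 to 27.0 for workers and drones, from 15.1 to 25.7 for queens and drones and from 13.1 to 23.1 for workers and queens, so that all 3 ranges overlapped. From the differences that both females share relative to drones, the paper proposes that the haploid system differs from the diploid system in its non-coding RNA profile.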

### High success rates of PCR validation confirms differential expression of miRNAs

The expression profile of 17 candidate miRNAs was further validated by StemLoop PCR (Table 2). Candidate miRNAs were chosen based on having; 1) a moderate to high expression level, 2) a differential expression with a false discovery rate of less than 5%, and 3) a fold change of more than 1.5 in at least one of the three comparisons between castes. A between-caste comparison of the sequencing data indicated 36 differential changes in the expression of the 17 candidate miRNAs chosen. 

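The 17 candidates correspond to 16 miRNAs in the files, since mir-87-1 and mir-87-2 share one entry, and give 51 comparisons between castes. With an adjusted p below 0.05 in edgeR's quasi-likelihood test and a fold change above 1.5, the sequencing counts gave 34 changes and 17 comparisons without one, with mir-87 counted under both names. Over the 16 entries there were 33 changes among 48 comparisons, 30 of them at a false discovery rate of 1%. With p-values adjusted over the list alone there were 34 among the 48, although the candidates were chosen on these same libraries and the count is not independent evidence. Leaving out 1 library at a time gave between 31 and 36 changes.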

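Of the 34 changes, 18 were lower and 8 higher in queens or workers relative to drones, and in workers relative to queens 3 were higher and 5 lower. Ame-mir-283 was reduced in both females, with 20780 ± 3536 CPM (SD, n = 5) in drones against 10680 ± 2178 CPM in queens and 10440 ± 1671 CPM in workers. Its log2 fold changes relative to drones were -0.96 in queens (adjusted p = 0.000143, edgeR) and -0.99 in workers (adjusted p = 8.25e-05, edgeR). Ame-mir-13b was lower in queens than in drones (log2 fold change -0.88, adjusted p = 0.00581, edgeR) and higher in workers than in queens (log2 fold change 1.54, adjusted p = 0.000135, edgeR).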

In the majority of cases, differential expression represented a reduction in miRNA levels in one or both of the diploid females relative to drones (this pattern represents 20/36 changes observed). Of these changes, 31 were validated by StemLoop PCR (Table 2), representing an 86% validation rate. Of the 15 conditions in which the sequencing data indicated no differential expression should be observed, 13 were validated by PCR (Table 2), again resulting in a high validation rate of 87%.

### Transcriptional profile of the honeybee at larval stage L4/L5

At this larval stage (L4/L5), when the commitment to a specific developmental trajectory is virtually irreversible, the transcriptional profile of the three honeybee castes is clearly distinct. 

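Messenger RNA was sequenced in 15 libraries, with 5 replicates of 5 pooled larvae for each caste. The authors prepared strand-specific libraries, mapped the reads to the honeybee assembly with TopHat and counted them on the genes of the official gene set with htseq-count in its stranded mode. A read that overlaps more than one gene on the same strand can be lost or assigned to either by such counting. The deposited values are raw counts for 15314 genes, listed by their GB identifiers. Drone libraries held between 3052141 and 12796933 counts (median 4865334), queen libraries between 1530817 and 3450907 (median 2041190) and worker libraries between 2256990 and 3728872 (median 2892371). The 10 most abundant genes took 26.0 to 28.7% of the counts in drones and 34.3 to 35.7% in queens, but 14.6 to 15.8% in workers, and the TMM factors ran from 0.835 to 1.38. The filter of at least 5 counts in at least 5 libraries retained 10240 genes, which were tested as for the miRNAs. Scaling by library size only, without TMM factors, moved the median log2 fold change of all genes by 0.61 in workers relative to queens and by 0.59 in workers relative to drones. Requiring at least 10 counts in every library shifted the log2 fold changes of the genes retained by a median of 0.11 in workers relative to queens. The median of all genes tested was -0.049 under that filter. All other changes in scaling or filter gave a median shift per gene smaller in size than 0.11.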

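The first principal component of the mRNA libraries held 51.9% of the variance and ordered drones (scores -65.8 to -63.1), queens (4.90 to 6.72) and workers (57.9 to 59.6). The second held 33.7% and separated queens (54.5 to 59.3) from drones (-30.1 to -22.5) and workers (-34.9 to -27.9). Caste accounted for 85.5% of the summed squared distances (exact permutation test, p = 7.9e-06, the smallest that 3 groups of 5 libraries allow). The mean Euclidean distance was 41.1 ± 10.4 (SD) within a caste and 118 between castes, and the largest distance within a caste, 60.2, was below the smallest between castes, 105. Clustering into 3 groups recovered the 5 drone, the 5 queen and the 5 worker libraries. The mean profiles of workers and queens were 104.5 apart, those of queens and drones 108 and those of workers and drones 123.7. From this grouping the paper concludes that the transcriptional profiles of the 3 castes are distinct.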

Principal component analysis (Fig. 2B) and clustering according to the Euclidian distance between gene expression vectors (Fig. 2D) show each caste grouping separately.

### Gene Ontology (GO) and pathway analysis substantiate phenotypic distinctiveness of female castes

Distinct differences in the gene enrichment profile are observed between all three castes at 96hrs of larval development, as determined by both Gene Ontology (GO) and pathway analysis (using the Kyoto Encyclopaedia of Genes and Genomes, KEGG). 

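Of the genes that the paper lists in the juvenile hormone pathway (Table 3), isopentenyl diphosphate delta isomerase (GB44492) could be matched to the count files. A further 18 identifiers of that table were not analysed here. Citrate synthase and ATP citrate lyase are among these, and the citric acid cycle list below holds them under other identifiers. GB44492 had 34.8 ± 2.49 CPM (SD, n = 5) in drones, 99.0 ± 3.59 CPM in queens and 66.9 ± 6.85 CPM in workers. Its log2 fold change in workers relative to queens was -0.55 (SE 0.069, adjusted p = 4.76e-10, edgeR's quasi-likelihood test), and all 5 workers lay below all 5 queens. With library size only, without TMM factors, which moved the median of all genes by 0.61, the value was 0.06 and was not significant. In queens relative to drones the log2 fold change was 1.49 (SE 0.0748, adjusted p = 3.32e-25, edgeR).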

Queen larvae show gene enrichment in pathways associated with physiometabolic processes (Supplementary Table S2, sections 1.1 and 1.2), especially in the catabolism of the three major classes of macromolecules (proteins, carbohydrates and fats) as well as the biosynthesis of juvenile hormone (JH, Table 3), consistent with the significant increase in JH levels in queens at this developmental stage^11^. This is indicative of the increased growth rates seen in queen larvae during this period. In our bee colonies, 96 hr-old queen larvae have a body weight ranging from 200–310 mg, whereas the weight of worker larvae is typically 170–200 mg. For comparison, drone larvae of similar age can reach body mass of up to 400 mg. 

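The paper lists 17 genes of the citric acid cycle (Table 4), all of which passed the filter on low counts. In workers relative to queens, 6 had a positive and 11 a negative log2 fold change under TMM scaling, with a median of -0.26, and 13 were significant at a false discovery rate of 1%, 5 higher and 8 lower. Adjusted over the list alone the number was also 13. The 4 genes without a significant difference were GB47042, GB53566, GB55496 and GB54720. Phosphoenolpyruvate carboxykinase (GB51494) showed by far the largest difference, with 1035 ± 13.1 CPM (SD, n = 5) in queens and 50.1 ± 3.63 CPM in workers (log2 fold change -4.36, SE 0.051, adjusted p = 1.89e-56, edgeR). Malate dehydrogenase (GB42526) had 485 ± 10.4 CPM in queens and 151 ± 7.25 CPM in workers (log2 fold change -1.69, SE 0.0446, adjusted p = 1.13e-38, edgeR). Aconitate hydratase (GB43618) differed in the other direction, with 389 ± 22.2 CPM in queens and 736 ± 47.8 CPM in workers (log2 fold change 0.93, SE 0.0483, adjusted p = 1.39e-24, edgeR). Citrate synthase (GB52073) was lower in workers by a small amount (log2 fold change -0.18, adjusted p = 0.00291, edgeR). With library size only, a scaling that moved the median of all genes by 0.61, the value was 0.43. GB52073 therefore changed sign with that shift, which was not particular to this gene. Its adjusted p rose to 0.0132 without worker replicate 1, to 0.0122 without queen replicate 4, to 0.0112 without worker replicate 4 and to 0.011 without queen replicate 3. With the direction kept, it was also above 0.01 with DESeq2's size factors (log2 fold change -0.14, adjusted p = 0.0198, edgeR), DESeq2's Wald test (0.0274) and at least 10 counts in every library (-0.07, 0.239). As a set, the 17 genes were not shifted significantly in workers relative to queens under limma's camera with its preset correlation between genes (adjusted p = 0.108 over 12 tests of 4 lists in 3 comparisons). Camera with an estimated correlation gave 0.327, whereas fry, which tests the list on its own and not relative to the other genes, gave 9.18e-12.

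**Figure D1:**
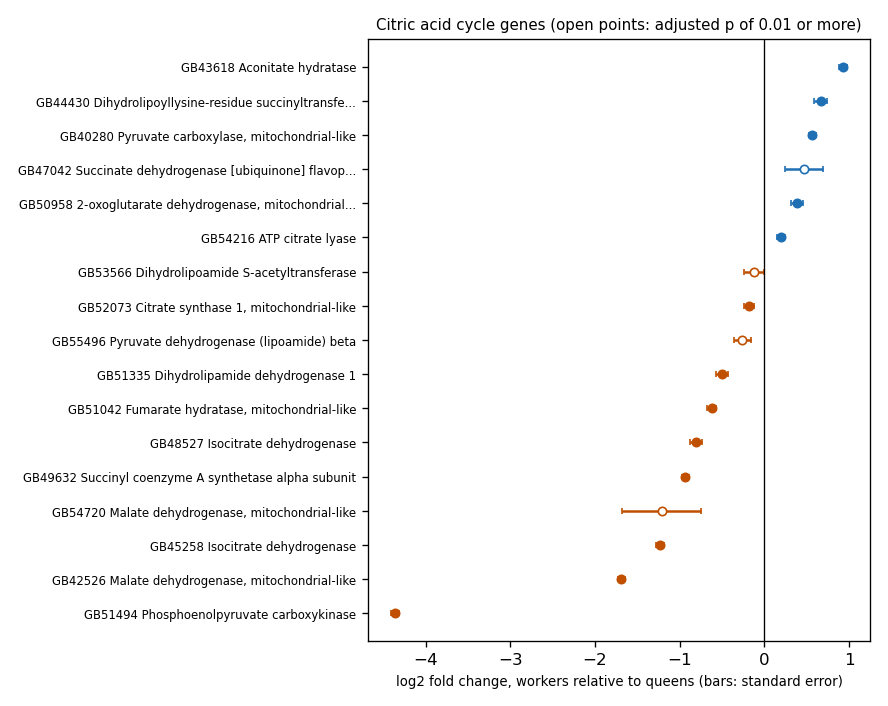
Log2 fold change in workers relative to queens of the 17 genes that the paper lists in the citric acid cycle, under TMM scaling, with points for estimates, bars for standard errors and n = 5 libraries per caste. Positive values are higher in workers. Open points are not significant at a false discovery rate of 1%. GB51494 lies at -4.36 and GB43618 at 0.93. With library size only, the median of all genes moves by 0.61. Negative values smaller in size than this can change sign, as that of GB52073 does.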

The largest changes are apparent in pathways associated with protein metabolism followed by a significant up-regulation in genes associated with the major energy pathways, including; the citric acid cycle (Table 4), pentose phosphate pathway, glyoxylate metabolism, glycolysis/gluconeogenesis, oxidative phosphorylation and pyruvate metabolism. Pathways associated with carbon fixation and metabolism are also significantly up-regulated, as well as genes associated with the metabolic pathways of lysosome activity, folate biosynthesis, the metabolism of propanoate and xenobiotics, as well as mitochondrial development.

In contrast to queens, workers show a profile indicative of an increased rate of developmental maturation and caste biased structural differences (Supplementary Table S2, sections 1.1 and 1.2). Strong enrichment is seen in genes associated with the major cell signalling pathways involved in embryonic development, including hippo, Wnt, MAPK/ERK, hedgehog, PI3K/AKT, Notch, VEGF and calcium signalling. In diploids, a number of these pathways also show differential methylation, especially PI3K/AKT^17^. Workers also show enrichment in genes associated with cell guidance (chemokine signalling), adhesion and microfilament formation (e.g. actin cytoskeleton), as well as pathways associated with transcription, translation and protein processing. During the fourth and fifth stage of larval development, workers show a reduction in ovariole numbers, through programmed cell death. Consistent with this observation, the associated apoptotic pathways show gene enrichment (e.g. β-catenin), similar to that reported previously^11^,^13^,^16^,^37^.

Workers also show significant enrichment in neuronal pathways, including; cholinergic (Table 5), glutamatergic and dopaminergic synaptic development, axon guidance, retinal phototransduction, ommatidial rotation, olfactory learning, synaptic vesicle formation, peripheral nervous system development, potassium and calcium ion transmembrane transport and voltage-gated potassium channel complex formation. This distinctiveness in neuronal development/maturation in the worker larvae may be associated with the early stages of building a sophisticated nervous system required for their remarkable navigational skills and high mnemonic fidelity during adult life. 

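The cholinergic list of the paper (Table 5) holds 21 genes. All of them differed significantly between workers and queens, 20 higher and 1 lower in workers, and adjusted over the list alone all 21 did so as well. The median log2 fold change was 1.07. Protein kinase C (GB43222) had 29.2 ± 3.63 CPM (SD, n = 5) in workers and 3.90 ± 1.24 CPM in queens (log2 fold change 2.91, SE 0.189, adjusted p = 2.54e-20, edgeR). Acetylcholinesterase 2 (GB41856) had 20.7 ± 2.10 CPM in workers and 4.54 ± 1.85 CPM in queens, where the counts ran from 5 to 14 (log2 fold change 2.21, SE 0.198, adjusted p = 7.32e-15, edgeR). The one gene with a lower level in workers was phospholipase C (GB44174), with 62.8 ± 1.77 CPM in workers and 84.2 ± 14.4 CPM in queens (log2 fold change -0.44, SE 0.0878, adjusted p = 1.5e-05, edgeR). With library size only, which moved the median of all genes by 0.61, its log2 fold change was 0.17 and no longer significant. As a set, the 21 genes were shifted towards workers relative to the other genes (camera, adjusted p = 6.71e-05), and this held under fry (2.05e-12), while the adjusted p was 0.0101 with an estimated correlation between genes. The list was chosen by the study on the same libraries.

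**Figure D2:**
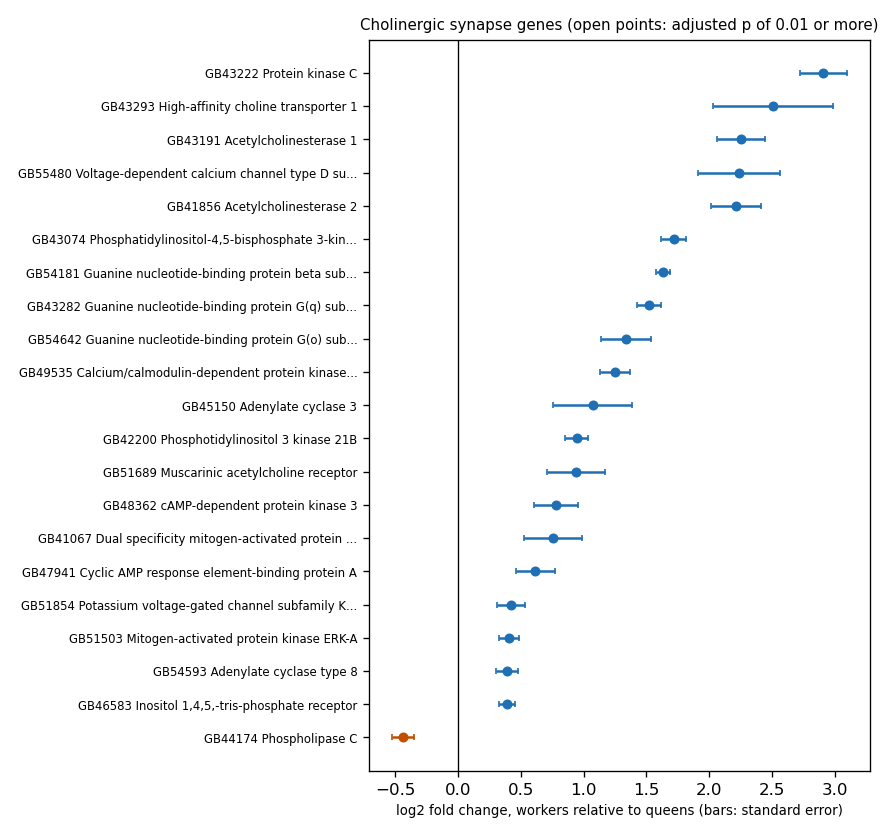
Log2 fold change in workers relative to queens of the 21 genes of the cholinergic list, under TMM scaling, with bars for standard errors and n = 5 libraries per caste. Positive values are higher in workers. GB44174, at -0.44, is the one gene below 0. Its sign changes when counts are scaled by library size only, which moves the median of all genes by 0.61.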

Workers also show caste specific structural differences in the morphogenesis of both their legs and wings to allow them to undertake foraging tasks (e.g. unique structures for pollen and propolis collection). This is underscored by enrichment in genes associated with imaginal disc-derived leg morphogenesis, wing disc dorsal/ventral pattern formation and morphogenesis, and positive regulation of synaptic growth at neuromuscular junctions during this critical period of caste determination. Relative to queens, workers also show gene enrichment in pathways associated with; digestive activities (gastric acid secretion), hormone biogenesis (insulin and aldosterone), melanogenesis (believed to be critical for innate immunity)^38^, and circadian entrainment.

### GO and pathway analysis reveal contrasting regulation in haploid males versus diploid females

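Relative to drones, 14 genes of the citric acid cycle list were significantly lower and 2 higher in workers, with a median log2 fold change of -0.74 over the 17 genes, and 16 were significant when adjusted over the list alone. The set was shifted towards drones (camera, adjusted p = 0.000132), also under fry (1.03e-13) but with an adjusted p of 0.0308 under an estimated correlation. Phosphoenolpyruvate carboxykinase (GB51494) had 926 ± 48.8 CPM (SD, n = 5) in drones, and its log2 fold change in workers relative to drones was -4.20 (SE 0.0499, adjusted p = 1.68e-56, edgeR).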

Relative to workers, drones show a gene enrichment profile similar to queens, with an up-regulation in genes associated with physio-metabolic processes (Supplementary Table S2, sections 1.1 and 1.2). 

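The levels of 18 genes of the cholinergic list were significantly higher and those of 2 lower in workers relative to drones, with a median log2 fold change of 0.96, and 20 of the 21 were significant when adjusted over the list alone. The set test gave an adjusted p of 0.000132 (camera), of 5e-12 with fry and of 0.0106 with an estimated correlation. Adenylate cyclase type 8 (GB54593) had 3.31 ± 1.17 CPM (SD, n = 5) in drones and 61.1 ± 4.41 CPM in workers, a log2 fold change of 4.38 (SE 0.124, adjusted p = 2.03e-37, edgeR). Its level in queens was 47.3 ± 4.66 CPM, so that most of this difference lay between drones and both females.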

Relative to drones, workers again show enrichment in genes associated with developmental maturation, cell signalling, neuronal maturation and caste biased structural differences.

Interestingly, drones show an even greater level of gene enrichment in a number of physio-metabolic components relative to queens, indicating a possible higher rate of metabolic activity (Supplementary Table S2, section 1.1 and 1.2). 

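In queens relative to drones, 11 genes of the citric acid cycle list were significantly lower and 3 higher, with a median log2 fold change of -0.58 over the 17 genes; 15 were significant when adjusted over the list alone. The set was shifted towards drones under camera (adjusted p = 0.00621) and under fry (1.42e-09), but not with an estimated correlation between genes (0.113). The largest decrease was that of a malate dehydrogenase (GB54720), with a log2 fold change of -2.67 (SE 0.261, adjusted p = 2.37e-13, edgeR). No difference between queens and drones in these genes was as large as that of GB51494 between workers and either of the other castes. The median of -0.58 over the list was, however, larger in size than the -0.26 of workers relative to queens.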

Drones also show increased expression of genes associated with the metabolism of proteins, carbohydrates, carbon and methane, as well as structural constituents of ribosomes and cuticles. In contrast, queens show gene enrichment in pathways associated primarily with oxidative phosphorylation and protein processing and exportation relative to drones.

### Predicted miRNA targets are part of distinct gene pathways

MicroRNA target prediction was initially undertaken using a minimum of two out of three *in-silico* prediction methods (see methods). From this initial analysis, the ontology terms (biological processes) that showed the greatest enrichment for predicted targets included; transcription factor activity, steroid hormone pathway, neuronal development (brain morphogenesis, olfactory learning and axon guidance/formation), ion channel formation (specifically potassium voltage-gated and glutamate-gated), and imaginal disc-derived wing morphogenesis (Supplementary Table S2, section 2.1).

This list was further refined by accepting only miRNA target pairs with a statistically significant Pearson correlation coefficient (Fig. 4A). 

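The correlations were recomputed across 15 pairs of libraries, each pair being a miRNA and an mRNA library of the same caste and replicate number. Signs and values with caste means removed are on log2 CPM. The difference from the paper's table and the comparisons with other genes or pairings are on CPM. Of the 3401 entries of the correlation table, 1999 were held here, among them all 654 with an adjusted p below 0.05. The smallest absolute correlation among these 654 in the paper's table is 0.644. In all 654 the recomputed correlation on log2 CPM had the same sign as in the table. On CPM, the median absolute difference from the table was 0.0193. On log2 CPM, 502 of the 654 reached an absolute correlation of 0.644. The 15 libraries fall into 3 castes that lie far apart in both kinds of data, so these correlations reflect differences between castes as well as variation within them. After the mean of each caste had been subtracted from both log2 CPM series, 425 of the 654 pairs (65.0%) kept their sign. Of the 654, 25 then reached an absolute correlation of 0.644, against 502 before the subtraction. Values with caste means removed have a meaning only if libraries of the same caste and number came from the same pool of larvae, and the libraries themselves show no clear link of this kind (exact permutation test of the RV coefficient within castes, p = 0.0735). No p-value is given for the correlations here, because libraries of one caste are not independent points across castes.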

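The 654 pairs involve 96 miRNAs and 526 genes, and all 526 genes passed the filter on low counts. Of these, 516 (98.1%) differed in expression in at least 1 of the 3 comparisons between castes at a false discovery rate of 1%, against 83.2% of all 10240 genes tested. In 10000 random lists of 526 genes matched on mean expression the share was 84.4% on average, with 95% of lists between 81.4 and 87.3%, and in 0 lists as high as observed. Among genes that are not in the list but reached the smallest correlation of the list with one of the 96 miRNAs, counted once per pair, 97.8% differed in expression. With each gene counted once, lists of such genes with as many pairs per miRNA as the target list had a share of 97.6% on average, with 95% of 10000 lists between 96.5 and 98.7%. Of the target genes, 385 were higher and 77 lower in workers relative to queens. As a set they were shifted towards workers (camera, adjusted p = 4.51e-14), and this held under fry (2.43e-13), with an adjusted p of 0.0101 under an estimated correlation. The list was itself chosen by a correlation across these libraries, so this shift is not independent evidence.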

Based on this analysis, 654 interactions were predicted to occur, involving 96 miRNAs and 526 target transcripts (Supplementary Table S3), 87% of which are differentially expressed, supporting the validity of the predicted targets. 

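From the share of differentially expressed targets the paper proposes that the predicted targets are valid ones. Recomputed on log2 CPM, 449 of the 654 correlations (68.7%) were positive and 205 negative. After the mean of each caste had been removed, which depends on the pairing of libraries by number, 362 (55.4%) were positive. On CPM, 20.9% of all 983040 combinations of the 96 miRNAs with the 10240 genes reached the smallest absolute correlation of the list, and 54.7% of those were positive. When the genes of the list were reassigned at random to its miRNAs, 45.9% of the pairs reached this value on average, and 73.5% of them were positive, with a range of 64.7 to 80.7% over 10000 reassignments. In 9915 of these 10000 the positive share was at least as high as in the list.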

Of the predicted interactions, 449 involve a positive correlation, in which both the miRNA and the targeted transcript show a similar direction of change, while 205 show a negative correlation (Fig. 4B). A number of miRNAs are predicted to target multiple genes, the maximum being ame-mir-210 with 68 interactions. Similarly, many transcripts are targeted by more than one miRNA, with the transcription factor mblk-1 (GB50048) showing the largest number of predicted interactions (seven). 

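Ame-mir-210 was a miRNA of low abundance, with 24.9 ± 9.58 CPM (SD, n = 5) in workers, 9.75 ± 2.39 CPM in queens and 11.4 ± 5.45 CPM in drones, from 12 to 77 counts per library. Its log2 fold change in workers relative to queens was 1.34 (SE 0.399, adjusted p = 0.0141, edgeR's quasi-likelihood test), above the false discovery rate of 1%. In the fits without 1 library the adjusted p ran from 0.00484, without drone replicate 2, to 0.0834, without queen replicate 4, and besides the former it was below 0.01 without queen replicate 2 (0.00883). It was also below 0.01 with edgeR's exact test (0.00733), the likelihood ratio test (0.00668), library size only (0.0041) and, chosen after seeing the values, the classic exact test (0.00888). The log2 fold change lay between 0.94 and 1.65 over all alternatives and fits without 1 library. Of its 68 predicted targets, 64 correlated positively and 4 negatively with it, and 67 differed in expression between castes. With caste means removed, under the same pairing of libraries by number, 46 of the 68 pairs had the same sign as before. Among miRNAs with a miRBase name, those with the next largest numbers of pairs were ame-mir-3718a (46) and ame-mir-316 (44), which are named here because of these numbers, and a miRNA predicted in the study had 44 as well.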

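Mblk-1 (GB50048) had 28.9 ± 1.92 CPM (SD, n = 5) in drones, 309 ± 20.3 CPM in queens and 770 ± 47.8 CPM in workers. The log2 fold change was 1.32 in workers relative to queens (SE 0.0458, adjusted p = 7.82e-33, edgeR), 3.44 in queens relative to drones (SE 0.0641, adjusted p = 3.53e-46) and 4.76 in workers relative to drones (SE 0.0572, adjusted p = 2.74e-56), and in each comparison the libraries of the 2 castes did not overlap. Of its 7 pairs, 5 were positively and 2 negatively correlated. The named miRNAs among them, with the paper's correlation coefficients, were ame-mir-124 (0.896), ame-mir-3727 (0.723), ame-mir-210 (0.716), ame-mir-13a (-0.691) and ame-mir-6012 (0.683). Once caste means were removed, under the pairing by number, 3 of the 7 recomputed correlations had the same sign.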

Mblk-1 is a transcription factor expressed within neuronal tissue, specifically the mushroom bodies, and appears to be modulated by the Ras/MAPK pathway^39^. Both neuronal tissue and cell signalling pathways such as Ras/MAPK appear to be primary targets of the miRNA system, as discussed below.

Of the 526 predicted transcripts that show a correlation with their targeting miRNA, 371 show a positive correlation, 190 show a negative correlation, while 35 show both. 

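From the recomputed correlations, 371 of the 526 genes had a positively correlated miRNA, 190 a negatively correlated one and 35 both. With caste means removed, and libraries of the same number taken as a pair, 291 of the 449 positive pairs and 134 of the 205 negative pairs had the same sign as before.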

A similar breakdown was seen for the 96 miRNAs involved, with 73 showing a positive correlation to their targets, 71 showing a negative correlation and 48 showing both. 

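Among the 96 miRNAs, 73 had a positively correlated target in the recomputed data, 71 a negatively correlated target and 48 both. Ame-mir-124, with 20 pairs, had 16 positive and 4 negative ones, and ame-mir-34, also with 20 pairs, had 11 positive and 9 negative ones. With caste means removed, if the numbers pair the libraries, the sign was the same in 14 pairs of ame-mir-124 and in 11 of ame-mir-34.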

Interestingly, it is often assumed that a negative correlation should predominate. That is, a detectable reduction in transcript numbers would be observed following the up-regulation of the targeting miRNA, if cleavage of the target transcript occurred. However, miRNAs, for the most part, only moderately repress their targets, and appear to confer genetic robustness by preventing the overexpression of target genes during fluctuations in environmental cues, for review see^25^. Under this framework, a positive correlation would not be unexpected, as reported recently in other biological contexts^40^,^41^. For example, in response to an environmental cue such the ingestion of royal jelly, the transcriptional output of specific developmental genes may increase. However, overexpression of such developmental pathways would be deleterious to the organism and may therefore be prevented by increased miRNA expression, buffering translational output. In this scenario, although both the target transcript and miRNA would be up-regulated, the miRNA is still acting to reduce (buffer) the rate/amount of translation of the targeted gene relative to that which would occur in the absence of the miRNA. This senior could also occur when the targeting miRNA interferes with the translational machinery rather than causing target-specific mRNA cleavage (for a review of possible translational suppression methods, see^42^). In this case, transcription levels could rise or remain unchanged, yet translation levels may be suppressed.

Analysis of GO terms under the categories of biological processes and molecular function indicates that miRNAs in the honeybee are predicted to overwhelmingly target transcription factors within pathways associated with neuronal development (Supplementary Table S2, sections 2.1 and 3.1; Supplementary Table S3). Specifically, gene enrichment was seen in pathways associated with; axon guidance and development, synapse formation (target recognition, vesicle formation, synaptic growth, formation of neuromuscular junctions, dopaminergic and cholinergic synapse formation), telencephalon development, visual behaviour, neuronal specific ion channels, and learning and memory. This is consistent with the reported enrichment of miRNAs within neural tissue of many species, where they appear to play a critical role in synaptic plasticity, axon guidance, as well as learning and memory, for review see^43^,^44^,^45^. For example, mir-124 is involved in neuronal cell differentiation through a negative feedback loop with the membrane protein ephrin-B1, a member of the ephrin signalling pathway^46^. In the developing mouse brain, ephrin-B1 holds cells in their progenitor state, while mir-124 promotes their differentiation through inhibition of ephrin-B1 expression. In workers, the expression of ame-mir-124 and components of the ephrin signalling pathway (ephrin receptor tyrosine kinase (GB41629)^47^, ephrin-B2a (GB40333)^47^, ephrin protein (GB43375) and Pak1 (GB48749)) were significantly higher relative to queens, suggestive of significant neuronal maturation occurring in workers at L4/L5.

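Ame-mir-124 had 54.5 ± 8.29 CPM (SD, n = 5) in workers, 26.4 ± 11.5 CPM in queens and 16.1 ± 1.75 CPM in drones, with 32 to 104 counts per library. In workers relative to queens its log2 fold change was 1.05 (SE 0.277, adjusted p = 0.00669, edgeR). This value was close to the threshold. In 10 of the 15 fits without 1 library the adjusted p was above 0.01, with the highest, 0.0694, without queen replicate 5. It was 0.0164 with DESeq2's size factors, 0.0464 with upper-quartile normalization and 0.0265 without a filter. With the 2 castes compared only it was 0.0537, and with a block for the replicate number 0.0115. The log2 fold change remained positive in all of these, between 0.71 and 1.35 with libraries left out. The ephrin receptor tyrosine kinase (GB41629) had 47.2 ± 6.88 CPM in workers and 10.6 ± 3.04 CPM in queens (log2 fold change 2.13, SE 0.144, adjusted p = 1.44e-19, edgeR). Ephrin-B2a (GB40333) was near the limit of detection, with 0 to 2 counts in the queen libraries and 5 to 12 in the worker libraries. Taking 3 counts as the level of the queens, it was at least 1.24-fold higher in workers (adjusted p = 0.000827, edgeR). The ephrin protein (GB43375) had 71.8 ± 4.38 CPM in workers and 23.1 ± 0.979 CPM in queens (log2 fold change 1.64, SE 0.0914, adjusted p = 3.25e-23, edgeR), and Pak1 (GB48749) had 96.6 ± 5.71 CPM in workers and 38.7 ± 2.66 CPM in queens (log2 fold change 1.31, SE 0.0777, adjusted p = 4.77e-22, edgeR). All 4 genes were also significant when adjusted over the list alone, and for each of them all 5 workers lay above all 5 queens. As a set the 4 genes were shifted towards workers (camera, adjusted p = 0.00621), which held under fry (1.27e-13), with an adjusted p of 0.0245 under an estimated correlation. The paper names these genes because they were higher in workers in the same libraries, so neither the set test nor the adjustment over the list is independent evidence. In queens relative to drones none of the 4 was significant, and at an unadjusted p below 0.05 there was 1, GB43375. From these differences the paper proposes that neuronal maturation is under way in workers at this stage.

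**Figure D3:**
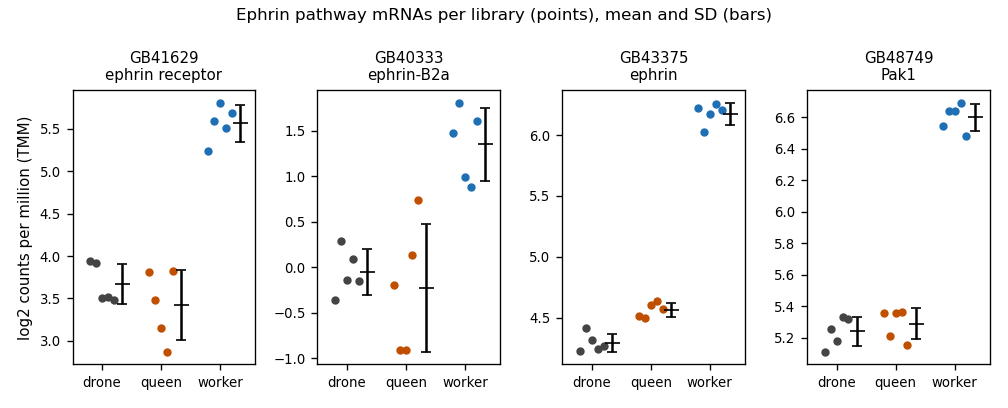
Expression of the 4 ephrin pathway genes in each mRNA library, in log2 CPM (TMM) by caste, with 5 libraries per caste as points and the mean and SD beside them. The worker libraries lie above the queen libraries for each gene. GB40333 has at most 2 counts in any queen library.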

Other miRNA target pathways that show significant gene enrichment include; cell signalling (Notch, Wnt and steroid hormone signalling, as well as tyrosine kinase activity), apoptosis, modulation of transcription factor activity, and cellular differentiation/migration (chemotaxis, cell cycle arrest, cell migration, cell delamination, tube morphogenesis and anterior/posterior patterning). Pathways associated with both wing and leg imaginal disc morphogenesis also shows significant enrichment.

A number of the miRNAs found to be differentially expressed in our current study form critical components of the major cell signalling pathways in other species, including ame-Bantam, ame-mir-315 and ame-Let-7. 

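Bantam was the more abundant of these miRNAs, with 83290 ± 9018 CPM (SD, n = 5) in drones, 51230 ± 13910 CPM in queens and 47870 ± 14440 CPM in workers. Relative to drones its log2 fold change was -0.80 in workers (SE 0.191, adjusted p = 0.00251, edgeR's quasi-likelihood test) and -0.70 in queens (SE 0.191, adjusted p = 0.00646), whereas workers and queens did not differ (-0.10, adjusted p = 0.712). The difference between queens and drones was not significant in 9 of the 15 fits without 1 library. The highest adjusted p in these fits was 0.0377, without queen replicate 5. This difference was also not significant with upper-quartile normalization (0.0628) or with a block for the replicate number (0.0142). Ame-mir-315 had 973 ± 216 CPM in workers, 3372 ± 2073 CPM in queens and 2077 ± 433 CPM in drones. In workers its log2 fold change was -1.79 relative to queens (SE 0.307, adjusted p = 0.000247, edgeR) and -1.09 relative to drones (SE 0.301, adjusted p = 0.00674, edgeR). The latter rose above an adjusted p of 0.01 without worker replicate 2 (0.0172), without drone replicate 4 (0.0162) and without drone replicate 1 (0.0111).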

Outside of *Drosophila*, the role of miRNAs in insect development has not been extensively studied. However, some insight can be drawn from other species, including *Drosophila*. For example, Bantam is an important target of the Hippo and EGFR/MAPK signalling pathways^48^,^49^,^50^, both critical in embryonic development and the control of cell proliferation and survival. In *Drosophila*, mir-315 expression affects the conserved Wingless (Wg or Wnt) signalling pathway^51^, which modulates tissue patterning and cell differentiation in many species. Mir-let-7 is a major target of the steroid pathways underlying temporal cell fate determination during the movement between developmental stages. Let-7 is one of the few consistent miRNA markers associated with the behavioural shift of worker bees from nurses to forages^27^,^29^,^31^. 

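Ame-let-7 had 4030 ± 1211 CPM (SD, n = 5) in queen larvae, 1406 ± 396 CPM in worker larvae and 3227 ± 680 CPM in drone larvae. Its log2 fold change in workers relative to queens was -1.52 (SE 0.243, adjusted p = 0.000141, edgeR), and the highest worker library, at 1865 CPM, lay below the lowest queen library, at 2343 CPM. Under the alternative scalings, filters and tests the value stayed between -1.84 and -1.17, and no fit without 1 library raised the adjusted p above 0.000505. Queens and drones did not differ significantly (log2 fold change 0.32, adjusted p = 0.277), while workers were also below drones (log2 fold change -1.20, adjusted p = 0.000663, edgeR).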

Royal jelly has been reported to contain significant quantities of ame-mir-Let-7^32^, consistent with the idea that let-7 levels are higher in queens relative to workers at this critical larval stage. In *Drosophila*, the developmental progression from larvae to pupae has been shown to involve the modulation of the Let-7-C polycistronic miRNA cluster (Let-7, mir-100 and mir-125), as well as mir-8 and mir-34^52^, by the lipophilic hormones 20-hydoxy ecdysone (20E) and juvenile hormone (JH). Each of these miRNAs was also observed to be differentially expressed in our current study, with Ame-mir-34 showing one of the largest sets of predicted transcript targets (20). 

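Of the 5 miRNAs, ame-let-7, ame-mir-8 and ame-mir-34 differed between castes at a false discovery rate of 1%. Ame-mir-8 was the most abundant, with 208400 ± 24960 CPM (SD, n = 5) in workers, 269000 ± 22980 CPM in queens and 306200 ± 14310 CPM in drones. Its log2 fold change was -0.56 in workers relative to drones (SE 0.109, adjusted p = 0.000553, edgeR) and -0.37 in workers relative to queens (SE 0.109, adjusted p = 0.0135, edgeR). The second value passed the threshold with DESeq2's size factors (-0.61, adjusted p = 0.000211) and with upper-quartile normalization (-0.70, adjusted p = 5.8e-05), and also with DESeq2's Wald test, no filter, at least 10 counts in every library and the 2 castes compared only, whereas with library size only it was -0.03. Over all alternatives it lay between -0.70 and -0.03. It passed in 8 of the 15 fits without 1 library, with the lowest adjusted p, 0.00033, without drone replicate 5. Ame-mir-34 had 478 ± 42.8 CPM in drones, 201 ± 69.5 CPM in queens and 260 ± 51.1 CPM in workers. Relative to drones its log2 fold change was -1.25 in queens (SE 0.254, adjusted p = 0.000716, edgeR) and -0.88 in workers (SE 0.254, adjusted p = 0.00931, edgeR). The difference in workers was lost in 9 of the 15 fits without 1 library, with the highest adjusted p, 0.022, without worker replicate 2. It was also lost with library size only (0.0299) and with a block for the replicate number (0.0115). Ame-mir-100 did not pass the threshold in any comparison, with a lowest adjusted p of 0.0893 in workers relative to queens (log2 fold change -0.38, SE 0.176, edgeR). It passed without drone replicate 5 (adjusted p = 0.00806) and with DESeq2's size factors (0.00472), upper-quartile normalization (0.00764), DESeq2's Wald test (0.000751), no filter (0.00863) and at least 10 counts in every library (0.00912), and its log2 fold change lay between -0.70 and -0.05 over all alternatives. Ame-mir-125 had 271 ± 48.5 CPM in queens and 175 ± 33.9 CPM in drones (log2 fold change 0.63, SE 0.254, adjusted p = 0.0468, edgeR) and passed the threshold with upper-quartile normalization (0.00899), DESeq2's Wald test (0.0073) and the 2 castes compared only (0.00667), with log2 fold changes between 0.47 and 0.90 over all alternatives. Adjusted over the list of 5 alone, 2 were significant in workers relative to queens, 1 in queens relative to drones and 3 in workers relative to drones, against 1, 1 and 3 over all miRNAs. Of the 20 predicted targets of ame-mir-34, 19 differed in expression between castes.

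**Figure D4:**
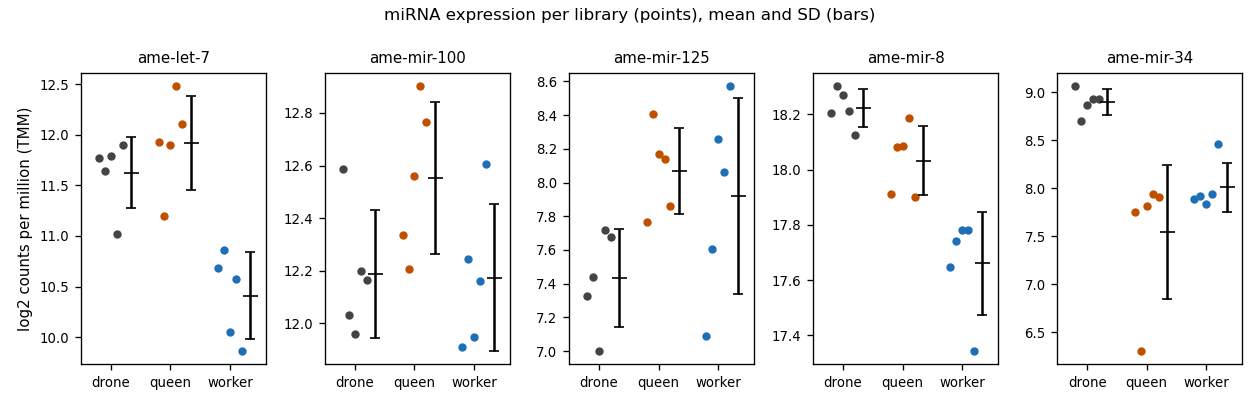
Expression of ame-let-7, ame-mir-100, ame-mir-125, ame-mir-8 and ame-mir-34 in each miRNA library, in log2 CPM (TMM) by caste, with 5 libraries per caste as points and the mean and SD beside them; each panel has its own axis. Workers lie below queens and drones for ame-let-7, and drones lie above both females for ame-mir-34. For ame-mir-34, queen replicate 2 lies at 6.30, below the other queen libraries.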

The majority of these predicted targets are associated with neuronal development or ion channel formation. One such transcript is semaphorin 2a (GB46091). In both vertebrates and invertebrates, semaphorins are involved in axon guidance and ultimately target selection and synapse formation^53^. In *Drosophila*, semaphorin 2a acts as a chemorepulsive axon guidance cue critical for neuronal pathfinding and synaptic arborisation^54^. 

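GB46091 had 15.5 ± 2.66 CPM (SD, n = 5) in queens, with 23 to 46 counts per library, 31.2 ± 2.62 CPM in drones and 71.2 ± 4.57 CPM in workers. The log2 fold change was 2.23 in workers relative to queens (SE 0.106, adjusted p = 2.11e-26, edgeR), -1.04 in queens relative to drones (SE 0.120, adjusted p = 5.32e-11) and 1.19 in workers relative to drones (SE 0.0694, adjusted p = 1.8e-22). The lowest worker library, at 65.6 CPM, lay well above the highest queen library, at 19.8 CPM. Of the 654 correlated pairs, 0 joined GB46091 with ame-mir-34.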

Semaphorin 2a (GB46091) mRNA levels were significantly elevated in workers relative to queens, further suggestive of greater levels of neuronal development and maturation occurring in workers at this critical larval stage.

As mentioned above, movement between developmental stages in both *Drosophila* and the honeybee involves the activity of the steroid hormone 20E, which acts through the ecdysone receptor (EcR). In our current study, EcR mRNA levels were elevated in workers relative to queens. EcR expression and activity levels have been shown to be negatively regulated by mir-14^55^. 

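Ame-mir-14 varied widely between queen libraries, from 10010 to 71120 CPM, with a mean of 32000 ± 23040 CPM (SD, n = 5), against 16830 ± 4006 CPM in workers and 14370 ± 7002 CPM in drones. In workers relative to queens its log2 fold change was -0.93 (SE 0.396, adjusted p = 0.069, edgeR's quasi-likelihood test), so that the difference did not pass the false discovery rate of 1% or of 5%. The log2 fold change was negative in every alternative, between -1.22 and -0.52, and in every fit without 1 library. In queens relative to drones it was 1.16 (SE 0.397, adjusted p = 0.0245, edgeR). That difference passed the threshold in edgeR's test without queen replicate 2 (adjusted p = 0.00317) and without drone replicate 5 (0.00703), and the adjusted p rose to at most 0.0622 in the other fits of this kind. It also passed with upper-quartile normalization (0.0092), DESeq2's Wald test (0.00786) and, chosen after seeing the values, edgeR's classic exact test (0.00591), with log2 fold changes between 0.92 and 1.43 over all alternatives and fits without 1 library.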

Consistent with this role, ame-mir-14 levels were elevated in queens relative to workers.

It is noteworthy that broadly similar GO categories were identified by another parallel analysis where instead of looking at the targets at the intersection of different miRNA target prediction software, we looked at the intersection between the GO terms predicted by each software separately (see methods and Supplementary Table S4).

### DNA methylation and miRNAs target different developmental pathways

When we considered miRNA target pairs predicted by at least two software approaches, we found that predicted targets were significantly underrepresented amongst methylated genes (Fisher exact test, p < 1 × 10^−6^). When we looked at the predicted miRNA target pairs generated by each individual software, however, this underrepresentation was only confirmed with RNAhydrid (p < 1 × 10^−21^), but not PITA (p = 0.24) nor Miranda (p = 0.14). Although this possible underrepresentation requires further analysis, DNA methylation appears to be predominantly associated with physiometabolic processes, a functional category that was not heavily targeted by miRNAs. Instead, miRNAs appear to overwhelmingly target neuronal maturation and caste biased structural differences in the honeybee. This suggests a distinct evolutionary division in the developmental processes that are regulated by DNA methylation and miRNAs.

Some overlap in the regulatory patterns of methylation and miRNAs was observed with respect to the major cell signalling pathways. The Hippo signalling pathway is one such striking example (Fig. 5). At the level of the whole larvae, this pathway was significantly enriched in differentially expressed genes between castes (Supplementary Table S2), many of which are predicated targets of miRNAs (Supplementary Table S3). Based on sequencing data from larval heads, this pathway is also enriched in differentially methylated genes between queens and workers (Fig. 5). The Hippo pathway plays an important role in the control of organ growth and cell proliferation^56^. Our results suggest that the development of morphological differences between castes requires a complex fine-tuning of this pathway by miRNAs and DNA methylation.

### Insights into gender-related disparity in immune systems in a social organism

It is often argued that gender-specific immune responses exist because females gain fitness through increased longevity, whereas males gain fitness by increasing mating rates. These contrasting investment strategies result in a higher susceptibility of males to pathogens and other stressors^57^. Our results add some support to the notion that females have stronger immune responses than males. For example, in both queen and worker larvae, genes encoding the antimicrobial peptides Defensin and Apidaecin belong to the most highly expressed category, whereas in males these peptides are expressed at extremely low levels. In the social context it is conceivable that drone larvae are partly shielded against stressors at the colony level by ‘social immunity’ that is provided by hygienic behaviour of adult nurse bees. These collective behaviours compensate for the smaller immune proteome in honeybees relative to solitary insects^58^. An extra level of protection for the queen larva is provided by royal jelly that has strong antimicrobial properties. The contribution of specific miRNAs to gender-associated immunologic processes in the honeybee is less straightforward because many immune-related miRNAs also regulate growth and apoptosis that are differentially manifested in the three castes. The highly conserved mir-1175 whose expression is affected by bacterial infection in adult honeybees^59^ and in mosquitos^60^ shows differential expression during larval growth across all three castes. 

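Ame-mir-1175 had 1798 ± 566 CPM (SD, n = 5) in drones, 586 ± 128 CPM in queens and 303 ± 55.8 CPM in workers, with 177 to 323 counts per worker library, and the libraries of the 3 castes did not overlap. Its log2 fold change was -0.95 in workers relative to queens (SE 0.227, adjusted p = 0.00371, edgeR), -1.62 in queens relative to drones (SE 0.229, adjusted p = 1.91e-05) and -2.57 in workers relative to drones (SE 0.238, adjusted p = 9.79e-08). The difference between workers and queens was not significant in edgeR's test with library size only (log2 fold change -0.64, adjusted p = 0.0469), and it fell just short of the threshold without worker replicate 2 (0.0118) and without queen replicate 3 (0.0104).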

Several other miRNAs, postulated to be involved in immune regulation^52^,^60^,^61^,^62^, are also differentially expressed in our study, including; Let-7, mir-8, mir-12, mir-33, mir-34, mir-190, mir-279, mir-283 and mir-989.

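The 9 names correspond to 11 miRNAs in the files, since mir-279 is listed as mir-279a, mir-279b and mir-279c. Of these 11, 7 differed in at least 1 comparison at a false discovery rate of 1%. In workers relative to drones 5 were significantly lower and none higher, against 6 that were significant when adjusted over the list alone. Besides let-7, mir-8, mir-34 and mir-283, mir-12 fell from 2731 ± 279 CPM (SD, n = 5) in drones to 1437 ± 253 CPM in workers (log2 fold change -0.93, SE 0.184, adjusted p = 0.000623, edgeR). In queens relative to drones 3 were lower, among them mir-989 with a log2 fold change of -1.53 (SE 0.393, adjusted p = 0.00452, edgeR). That call was lost in 5 of the 15 fits without 1 library, with an adjusted p of up to 0.0174 without drone replicate 1, and with upper-quartile normalization (0.0151). Mir-279b was higher in workers than in queens (log2 fold change 1.25, SE 0.306, adjusted p = 0.00442, edgeR), but the adjusted p was above 0.01 in 8 of the 15 fits without 1 library, with a maximum of 0.0354 without queen replicate 1, and with upper-quartile normalization (0.0246), no filter (0.0106) and the 2 castes compared only (0.0307). Mir-279a and mir-279c did not differ in any comparison, and the smallest adjusted p was 0.168 for the former and 0.192 for the latter. Mir-33 and mir-190 were lower in queens than in drones by log2 fold changes of -0.60 (adjusted p = 0.0592, edgeR) and -0.79 (adjusted p = 0.0205, edgeR), neither of which passed the threshold. Mir-190 did so without queen replicate 4 (0.00965), with library size only (0.00197), with at least 10 counts in every library (0.00315) and, chosen after seeing the values, with the classic exact test (0.00779).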

### MicroRNAs in caste determination

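Replicates of one caste varied more in miRNA than in mRNA levels. The biological coefficient of variation between miRNA libraries was 30.8% in drones, 38.3% in queens and 32.0% in workers, and between mRNA libraries it was 4.77, 3.47 and 3.54%. In counts simulated from the means and spread of these libraries, with 20 of 180 miRNAs changed by a log2 fold change of 1, the same test found 4 (20%) of the changed miRNAs. With 200 of 10240 genes changed to the same degree, it found 158 (79%). The absence of a significant difference for a miRNA thus rules out less than it does for a gene.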

Our data clearly show that the expression profile of miRNAs is distinctly different between castes at this critical stage of larval development. These non-coding RNAs may therefore form an integral part of the molecular framework underlying developmental canalisation in the honeybee. The most important insight from our study is their apparent complementary role to that of DNA methylation based on miRNA target prediction. Our findings indicate that the interactions between miRNAs and their target transcripts form a highly interconnected network that appears to be biased towards regulating cellular processes involved in neuronal differentiation, cell signalling and the formation caste-specific structures. These processes are distinct from those controlled by DNA methylation, which have been shown to predominantly modulate physio-metabolic and information processing genes, whose products are known to regulate the rate of mass-transforming processes and the general growth of an organism^2^,^11^,^17^. The striking differences in both miRNAs and mRNAs profiles between queens, workers and drones occur during a critical larva-to-pupa transition when larval imaginal discs begin to differentiate into various outside body parts. The robustness of this process is essential to create the desired adult phenotypes associated with different life challenges. The streamlined behaviours of queens and drones are primarily geared towards reproduction, whereas sterile workers perform a wide range of tasks and undergo behavioural maturation that prepares them for complex hive building and foraging tasks. One possibility is that during the initial hours of larval development, a high level of transcriptional noise, resulting either from differential feeding (environment) or a haploid genome, is necessary to alter developmental trajectory. However, such alternative trajectories need to be rapidly stabilised to ensure phenotypic constancy^63^. A role of miRNAs in this context would be to buffer fluctuations in target gene expression, not only to ensure robustness of the desired phenotype, but also to supress alternative ones. On the other hand, DNA methylation is a highly flexible epigenomic modifier, responding to both internal and external stimuli. It may therefore play a role in generating alternative patterns of gene expression and in doing so act as a driver of developmental plasticity. Indeed, silencing *de novo* methylation in newly hatched larvae results in a strong bias for queen phenotype^8^.

## Conclusion

Our study provides important insights into the possible role of miRNAs in shaping the conditional phenotypes associated with male and female castes in *Apis mellifera* and the associated flexible behaviours that arise from them in response to the integration of environmental and genomic signals. The distinct differences in behaviour, physiology, longevity and reproductive capacity between castes is driven by changes in the epigenetic landscape of specific transcriptional networks in response to diverse cues. We provide evidence that miRNAs may play a significant role in this process by targeting non-methylated genes associated primarily with neuronal development and thus complementing the regulatory effects of the DNA methylation toolkit. We propose that future studies on the epigenetic plasticity of different cell types, such as larval imaginal discs and their epigenomic signatures are required to achieve the in-depth understanding of novel developmental outcomes.

## Material and Methods

### Sample Collection

Honeybee (*Apis mellifera var. ligustica*) larvae were collected from a single hive located at the Australian National University (ANU) in Canberra. To obtain specimens in similar developmental stages, newly capped queen, worker and drone larvae were removed from the frame and frozen in liquid nitrogen. Both queen and worker larvae were 96 ± 1 hr-old at the time of collection, whereas drone larvae were 96 ± 5 hr-old. This developmental phase corresponds to stage L5 after the 4^th^ molt. At this point the commitment to a particular developmental trajectory is irreversible^64^. 25 larval samples for each caste were split into five biological replicates consisting of five larvae each.

### RNA extraction

As previously described^65^, total RNA was extracted from larval samples using Trizol reagent, following the manufacturer’s protocol (Invitrogen Life Technologies, Australia). Briefly, larval samples were homogenised in 500 μl of Trizol reagent (3:1 Trizol to sample ratio). One hundred microliters of chloroform were then added and allowed to incubate for 3 min at room temperature, before the samples were centrifuged at 12,000 g for 10 min at 4 °C. Following centrifugation, the upper phase was collected, with total RNA precipitated using isopropanol. The pellet was washed briefly in 75% ethanol and dissolved in 50 μL double-distilled water by incubating for 2–3 min at 80 °C. RNA integrity was determined by gel electrophoresis and quantified using a NanoDrop spectrophotometer.

### RNA Libraries Preparation for Illumina high throughput sequencing

Briefly, small RNAs were size selected and purified from 10 μg of total RNA (n = 5 per caste) using a 15% acrylamide:bis-acrylamide PAGE, 8M urea gel with the aid of a miRNA Marker (#N2102S, NEB). The size selected small RNAs were eluted from the gel by incubation in a 0.3M NaCl solution over night at 4 °C, before precipitation using the isopropanol/ethanol. The precipitated pellet was dissolved in 6.5 μL RNAase free, DEPC-treated, distilled water. Library preparation, which involved adaptor ligation, reverse transcription and PCR amplification, were carried out following the manufactures protocol for small RNA library preparations (#E7300S/L, New England BioLabs (NEB), Genesearch, Australia). Product verification and size selection of amplified cDNA libraries was undertaken using a 6% PAGE gel. Gel bands corresponding to 140–150 nucleotides in size, which corresponds to adaptor-ligated constructs formed from 21–30 nucleotide RNA fragments, were excised from the gel and extracted by overnight incubation in 0.3M NaCl at 4 °C. Library constructs were then precipitated with 3M NaOAc, chilled isopropanol, before being washed in 75% ethanol, with the final pellet dissolved in 10 μl 10 mM Tris‐HCI, pH 8.5. Libraries were validated on a 2100 Bioanalyser (Agilent Technologies, Australia), using a high sensitivity DNA LabChip. mRNA libraries were prepared using the NEB ultra-directional kit (#E7420S). Sequencing was carried out at the Biomolecular Research Facility (John Curtin School of Medical Research, ANU, Canberra) on an Illumina HiSeq 2500 platform. Transcriptome and miRNA sequence information and raw counts have been submitted to the GEO NCBI database (accession number GSE61253).

### Validation of miRNAs by Stem-Loop PCR

Stem-Loop qRT-PCR validation of miRNA expression, using Universal ProbeLibrary Probe 21 (Roche Diagnostics Australia, Castle Hill, Victoria), was adapted from the protocol of Varkonyi-Gasic, Wu^66^. Total RNA was isolated from larval samples (n = 5 per caste) that were independent of those processed for sequencing, using the Trizol methodology detailed above. Total RNA purity was determined by gel electrophoresis and quantified using a NanoDrop spectrophotometer. Reverse transcription was performed in a 15 μl reaction volume containing; 15 ng of total RNA, 50 nM Stem-Loop RT Primer (Supplementary Table S5), which was first combined and heated to 65 °C for 5 minutes, 1x SuperScript VILO Reaction Mix (Invitrogen Life Technologies, Australia), 1x SuperScript VILO Enzyme Mix, and 20 units of RNaseOut (Invitrogen). The final reaction mixture (15μL) was heated to 16 °C for 30 minutes, 42 °C for 30 minutes, with the reaction terminated by incubating at 85 °C for 5 minutes and then cooled to 4 °C on an Eppendorf Master thermocycler.

RT-PCR was performed on a StepOnePlus Real-Time PCR System (Applied Biosystems (Life Technologies), Melgrave, Vic, Australia), using the Universal ProbeLibrary probe assay detailed in Varkonyi-Gasic, Wu^66^. The 15μL PCR reaction mixture consisted of; 1μL of cDNA, 50 nM forward and universal reverse primers (Supplementary Table S5), 10 nM Universal Probe 21, and 1xFastStart Universal Probe Master Mix (Roche Diagnostics Australia). Cycling conditions were; initial denaturation at 95 °C for 5 minutes, followed by 40 cycles consisting of; 95 °C for 10 seconds, 60 °C for 30 seconds and 72 °C for 10 seconds. Specificity of the PCR products was determined by agarose gel electrophoresis, melt curve analysis and sequencing.

### Bioinformatics analyses

Throughout this study, the honeybee genome assembly version 4.5 and the official gene set version 3.2^58^ were used.

### Prediction of novel miRNAs

Small RNA reads were first mapped to the honeybee rRNA and tRNA sequences to remove potential contamination from these transcripts. Novel miRNAs were predicted using the mirDeep2 software v2.0.0.5^67^ with default parameters, discarding reads smaller than 18bp. Predictions were run first on the 15 (5 drones, 5 queens, 5 workers) samples separately, and then on all the reads from the different samples combined together. These 16 sets of predictions were then merged and manually curated. MirDeep2 was also used to calculate the read counts of each miRNA transcripts.

### Mapping mRNA

RNA-seq reads were mapped onto the honeybee genome using the TopHat software v2.0.9^68^ with the following parameters: —read-mismatches 5 —read-gap-length 4 —read-edit-dist 6 —read-realign-edit-dist 5 —min-intron-length 40 —min-segment-intron 40 —library-type fr-firststrand —b2-very-sensitive, and using the –GTF parameter to provide the gene models of the official gene set v3.2. Counts per transcripts were calculated using the htseq-count tool from the HTSeq v0.5.4p3 package^69^ with the following parameters: —stranded =yes—mode= intersection-nonempty.

### Differential gene expression and gene set enrichment analysis

Differentially expressed miRNAs and mRNAs were identified using the EdgeR package from Bioconductor release 2.12^70^. Only the miRNAs and mRNAs with at least 5 counts in at least 5 samples were considered. Differentially expressed genes were called at a stringent false discovery rate of 1%^71^. GO annotations were carried out with blast2go^72^ and KEGG annotations with KASS^73^. Gene set enrichment analyses in GO terms or KEGG pathways were carried out with GoSeq^74^ to correct for selection bias caused by gene length using a false discovery rate of 5%.

### Prediction of miRNA targets

We searched for targets in the 3′UTR of genes models. For genes lacking a predicted ′’ UTR, 500bp downstream of the stop codon were selected. We used three different target prediction methods (PITA^75^, Miranda^76^ and RNAHybrid^77^) with a maximum free energy of -10, -20 and -27 kcal/mol respectively. As miRNA target predictions tend to have a high false positive rate, we refined our predictions by calculating the Pearson correlation coefficient between the expression levels of each miRNA and their targets as describe in^78^. Only miRNA target pairs significantly correlated with a false discovery rate lower than 5% were considered. As it has been reported that taking the intersection of different target prediction methods does not necessarily increase the true positive rate^79^,^80^, we used two different approaches to combine our target predictions. In the first approach, only targets predicted by two of the three methods were considered (Supplementary Table S3). In the second approach, we considered the predictions separately and then looked at the overlapping enriched GO categories (Supplementary Table S4).

### DNA methylation

DNA methylation analysis was carried out as described in Forêt *et al.*^17^.

### Data Access

Sequence data and raw counts have been submitted to GEO NCBI (accession number GSE61253).

## Additional Information

**How to cite this article**: Ashby, R. *et al.* MicroRNAs in Honey Bee Caste Determination. *Sci. Rep.* **6**, 18794; doi: 10.1038/srep18794 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

## Figures and Tables

**Figure 1:**
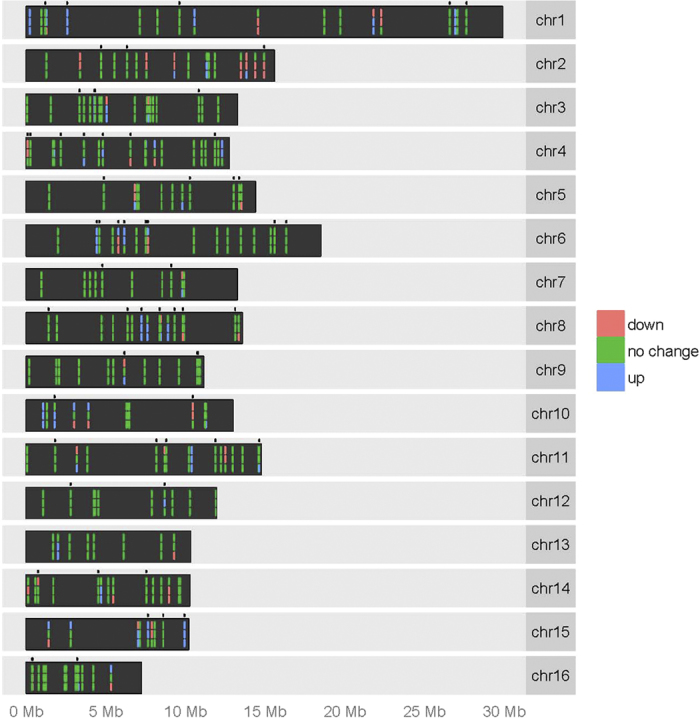
Location of miRNAs in the honeybee genome and their differential expression. For each chromosome, the top line represents miRNA expression levels in queens vs workers, middle line represents drones vs workers, and the bottom line represents drones vs queens. Green shading indicates no statistically significant difference in miRNA expression between the two castes compared, red represents a down-regulation and blue represents an up-regulation. Dots located above each chromosome indicate the location of novel miRNAs describe for the first time in this study.

**Figure 2:**
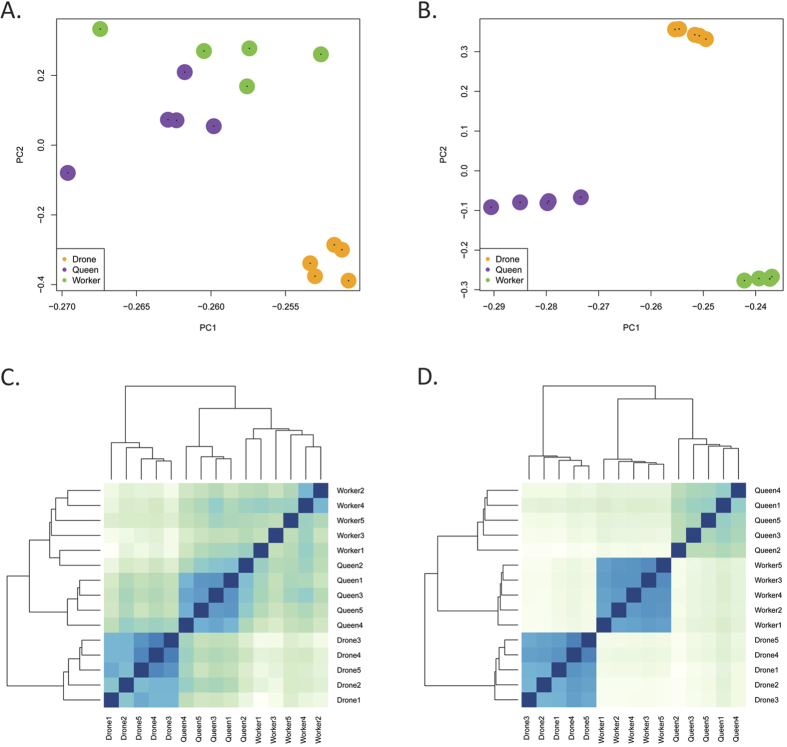
Principal component analysis of the miRNA (A) and mRNA (B) samples. Clustering using the Euclidian distance between the miRNA (**C**) and mRNA (**D**) expression vectors. The logarithm of the expression values was used.

**Figure 3:**
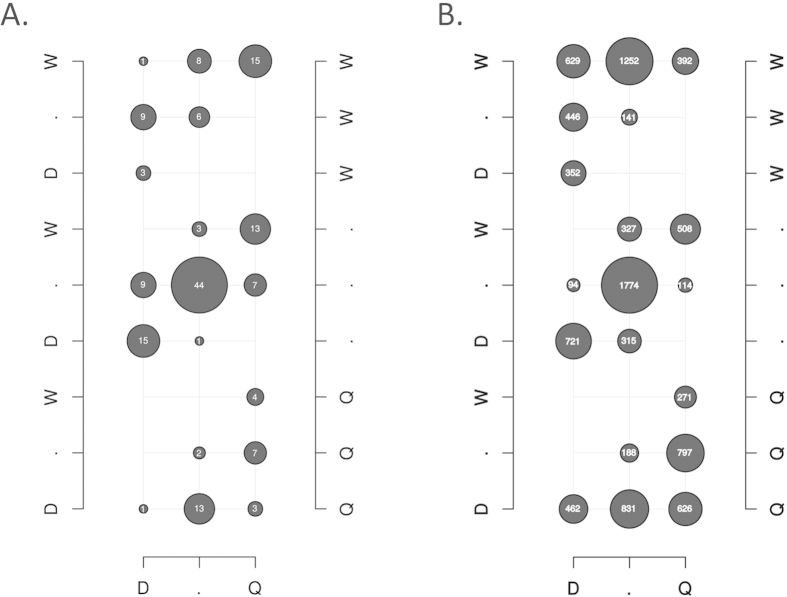
Summary of the number of differentially expressed miRNAs (A) and mRNA transcripts (B) between castes. The bottom, left and right axes represent the differences between drones and queens, drones and workers, queens and workers respectively. The letters D, Q, W indicate higher expression in drones, queens and workers respectively, while “.” denotes no differential expression. For example, when comparing the expression of miRNAs between workers and queens in (**A**), there are 42 miRNAs up-regulated in workers, 30 up-regulated in queens, and 92 miRNAs that show no change between these two castes when analysing all 164 miRNAs that were detected. For workers, the 42 miRNAs that show increased expression are displayed across the three “W” rows from right to left (15 + 8 + 1 + 6 + 9 + 3 = 42). For queens, the 30 miRNAs that show increased expression are displayed across the three “Q” rows from right to left (4 + 7 + 2 + 3 + 13 + 1 = 30), while those miRNA that show no change in expression between these two castes are displayed across the three “.” rows from right to left (13 + 3 + 7 + 44 + 9 + 1 + 15 = 92). Individual numbers represents the expression profile of that grouping of miRNAs when looking across all three comparisons (drones and queens, drones and workers, queens and workers), e.g. the top right most grouping of 15 miRNAs was up-regulated in queens relative to drones, in workers relative to drones, and in workers relative to queens.

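In the mRNA libraries, 6424 of the 10240 genes tested (62.7%) differed between workers and queens at a false discovery rate of 1%, with 3224 higher and 3200 lower in workers. Between queens and drones 5501 genes differed, with 2754 higher and 2747 lower in queens, and between workers and drones 6733, with 3413 higher and 3320 lower in workers. The median absolute log2 fold change of these genes was 0.87, 0.73 and 0.81. With a fold change above 2 as a further condition, 2705, 1966 and 2748 genes remained. In 5680, 4716 and 5733 genes the libraries of the castes compared did not overlap, against a share of 0.794% by chance. Scaling by library size only moved the balance most, to 5999 higher and 990 lower in workers relative to queens and to 6584 higher and 1340 lower in workers relative to drones. Taken over the 3 comparisons, 8522 genes (83.2%) differed in at least 1, of which 1175 differed in 1, 4558 in 2 and 2789 in all 3, and 1718 differed in none. The largest groups were 1243 genes that were higher in workers than in both other castes with no difference between queens and drones, 829 genes that were lower in workers than in both other castes with no difference between queens and drones, 803 genes that were higher in queens than in both other castes with no difference between workers and drones, and 722 genes that were higher in drones than in both females with no difference between the females. The files and tables used here do not pair most GB identifiers with names. Among the largest differences, GB43508 had 160 ± 4.09 CPM (SD, n = 5) in workers and 1.62 ± 0.641 CPM in queens (log2 fold change 6.55, SE 0.140, adjusted p = 3.73e-43, edgeR), and GB45614 had 6800 ± 228 CPM in queens and 1.86 ± 0.848 CPM in drones (log2 fold change 11.79, SE 0.0855, adjusted p = 1.14e-66, edgeR). In the other direction, GB42053 had 13860 ± 1071 CPM in drones, 3005 ± 93.0 CPM in queens and 5.03 ± 0.706 CPM in workers (log2 fold change in workers relative to queens -9.21, SE 0.0726, adjusted p = 9.08e-65, edgeR).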

**Figure 4:**
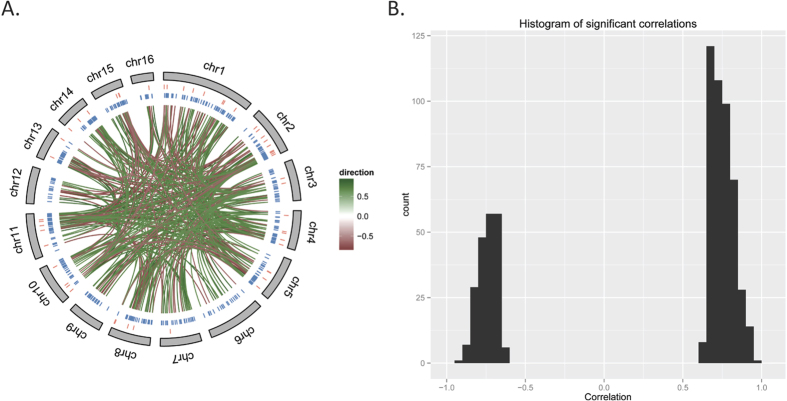
Chromosomal distribution of miRNAs and their predicted mRNA target genes. (**A**) Genome-wide view of the statistically significant correlations between miRNAs and their predicted targets. The outer circle represents the chromosomes, the next inner track represents the location of the miRNAs, followed by their targets and the links between the two. The links are coloured according to the value of the Pearson correlation coefficient. (**B**) Distribution of statistically significant Pearson correlation coefficients between miRNAs and the mRNA level of their target genes, indicating that more than half of the correlations are positive. A positive correlation indicates that the direct of change observed in the expression of the miRNA and its target transcript was the same. In contrast, a negative correlation indicates the change in expression of the miRNA and its target was in the opposite direction.

**Figure 5:**
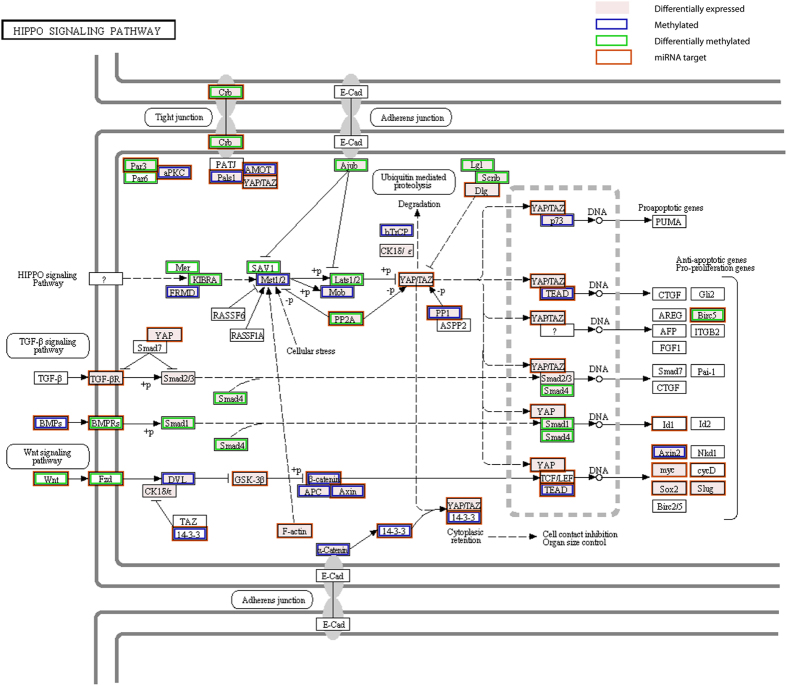
Regulation of the Hippo pathway in honeybee larvae by miRNAs and DNA methylation. The Hippo pathway plays important roles in growth and development; it is enriched in differentially expressed genes, differentially methylated genes and miRNA targets. A pink shade indicates differential expression between any of the three larval castes. A blue outline indicates DNA methylation in queen or worker larvae, a green outline denotes differential DNA methylation between these. Predicted miRNA targets are outlined in brown. Based on KEGG map04390 (http://www.genome.jp/kegg-bin/show_pathway?map04390).

**Table 1:** Genomic location of novel miRNAs.

miRNA category	Intergenic	Intronic	UTR	CDS
Known	105	85 (54:31)	8 (4:4)	20 (13:7)
Novel	42	32 (28:4)	3 (3:0)	5 (5:0)
Total	147	117 (82:35)	11 (7:4)	25 (18:7)

We identified 218 known miRNAs and 82 novel miRNAs. These miRNAs were predominately located in intergenic regions however a significant number were located in introns. For intronic, untranslated region (UTR) and coding regions (CDS), the first number in parenthesis indicates the number of miRNA on the same strand as the corresponding gene, and the second number indicates the number of the reverse strand. The known miRNAs are those already deposited in miRBase.

**Table 2:**
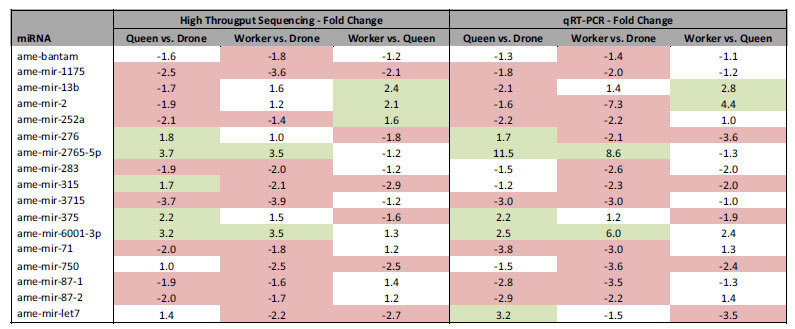
Candidate validation of miRNA expression levels from drone, queen and worker larvae by StemLoop PCR.

**Table 3:** Increased expression of enzymes assocaited with juvenile hormone (JH) biosynthesis in queens relative to workers.

Enzyme (JH Biosynthesis)	GB Number	Log Fold Change*	FDR	Function
Adenosylhomocysteinase	GB14324	−0.55	1.86×10^−16^	Hydorlysis of S-adenosylhomocysteine
Adenosine kinase	GB13063	−1.12	1.53×10^−39^	Phosphorylates adenosine
Acetyl CoA thiolase	GB18952	−0.54	1.13×10^−19^	Converts acetyl CoA to acetoacetyl CoA
	GB12956	−3.58	1.00×10^−40^	
Hydroxymethylglutaryl-CoA synthase	GB12497	−0.15	0.35	Condenses Acetyl-CoA with acetoacetyl-CoA to HMG-CoA
Hydroxymethylglutaryl-CoA reductase	GB18242	−0.31	9.50×10^−5^	Reduces HMG-CoA to mevalonate
Mevalonate kinase	GB14701	−0.67	1.00×10^−7^	Phosphorylates mevalonate
Phosphomevalonate kinase-like protein	GB11982	−0.27	0.14	Phosphorylates phosphomevalonate
Diphosphomevalonate decarboxylase	GB16296	−0.83	1.19×10^−16^	Converts phosphomevalonate to isopentenyl diphosphate (IPP)
Isopentenyl diphosphate delta isomerase	GB44492	−0.55	1.57×10^−14^	Converts IPP to dimethylallyl pyrophosphate (DMAPP)
Farnesyl pyrophosphate synthase	GB18623	1.40	4.14×10^−61^	Formation of farnesyl disphosphate from condensation of IPP and DMAPP
	GB12385	−0.60	5.69×10^−12^	
	GB15337	1.22	3.15×10^−75^	
	GB18623	−1.76	2.28×10^−11^	
Citrate synthase	GB12573	−0.18	2.00×10^−3^	Citrate synthesis (mitochondria)
ATP citrate lyase	GB10992	0.19	5.28×10^−5^	Synthesis of acetyl CoA from citrate
Short-chain dehydrogenase/reductase	GB12522	1.87	7.20×10^−4^	Oxidation of farnesol to farnesal
GB14607	−1.20	5.48×10^−217^		
Juvenile hormone acid methyltransferase	GB10517	−5.76	1.00×10^−40^	Transfer of a methyl group to farnesoic acid
Methyl farnesoate epoxidase (CYP15A1)	GB15634	−3.52	1.00×10^−41^	Oxidation of methyl farnesoate to juvenile hormone III

Note, no genes within the JH pathway were predicted to be a miRNA target.

^*^Log Fold Change represents the expression level in workers relative to queens, as determined by high throughput sequencing. A negative value indicates a down-regulation in gene expression in workers relative to queens, a positive value indicates the opposite. FDR = False discovery rate adjusted P-value.

**Table 4:** An example of increased expression of enzymes associated with metobolic activity (citric acid cycle) in queens relative to workers.

Enzyme (Citric Acid Cycle)	GB Number	Log Fold Change*	FDR	Predicted Targeting miRNAs	Function
Citrate synthase 1, mitochondrial-like	GB52073	−0.18	2.00 × 10^−3^		Catalyses the formation of citrate from acetyl-CoA and oxaloacetate
ATP citrate lyase	GB54216	0.19	5.28 × 10^−5^		Catalytic conversion of citrate and CoA to acetly-CoA and oxaloacetate
Aconitate hydratase	GB43618	0.93	6.29 × 10^−57^	miR-316, miR-6063	Catalyses the isomerisation of citrate to isocitrate via cis-aconitate
Isocitrate dehydrogenase	GB45258	−1.23	2.74 × 10^−168^		Isomerisation of isocitrate to 2-oxoglutarate
	GB48527	−0.81	8.47 × 10^−26^		
2-oxoglutarate dehydrogenase, mitochondrial-like	GB50958	0.38	7.65 × 10^−7^	miR-279b	Enzyme complex that catalyses the conversion of 2-oxoglutarate to succinyl-CoA
Dihydrolipamide dehydrogenase 1	GB51335	−0.50	7.92 × 10^−11^		
Dihydrolipoyllysine-residue succinyltransferase	GB44430	0.66	2.15 × 10^−15^		
Succinyl coenzyme A synthetase alpha subunit	GB49632	−0.94	2.48 × 10^−126^		Catalyses the reversible reaction of succinyl-CoA to succinate
Succinate dehydrogenase [ubiquinone] flavoprotein subunit, mitochondrial-like	GB47042	0.47	0.10	miR-6056	Oxidation of succinate to fumarate, with the transfer of electrons from succinate to ubiquinone (coenzyme Q)
Fumarate hydratase, mitochondrial-like	GB51042	−0.62	2.60 × 10^−24^	miR-6059, miR-3741	Catalyses the conversion of fumarate to malate
Malate dehydrogenase, mitochondrial-like	GB54720	−1.21	2.00 × 10^−2^		Catalyses the conversion of malate to oxaloacetate
	GB42526	−1.69	1.00 × 10^−60^	miR-12	
Phosphoenolpyruvate carboxykinase	GB51494	−4.36	1.00 × 10^−60^		Catalyses the conversion of oxaloacetate (OAA) to phosphoenolpyruvate (PEP)
Dihydrolipoamide S-acetyltransferase	GB53566	−0.12	0.54	miR-3741, miR-6059, miR-3792	Catalyses the overall conversion (acetyl transfer) of pyruvate to acetyl-CoA
Pyruvate dehydrogenase (lipoamide) beta	GB55496	−0.26	2.00 × 10^−2^		
Pyruvate carboxylase, mitochondrial-like	GB40280	0.57	1.92 × 10^−43^	miR-315	Catalyses the carboxylation of pyruvate to oxaloacetate (OAA)
Dihydrolipoamide dehydrogenase 1	GB51335	−0.50	7.92 × 10^−11^	miR-279b	Oxidises dihydrolipoamide to lipoamide

^*^Log Fold Change represents the expression level in workers relative to queens, as determined by high throughput sequencing. A negative value indicates a down-regulation in gene expression in workers relative to queens, a positive value indicates the opposite. FDR = False discovery rate adjusted P-value.

**Table 5:** An example of gene enrichment in pathways associated with neuronal development (cholinergic synpase) in workers relative to queens.

Gene (Cholinergic Synpase)	GB Number	Log Fold Change*	FDR	Predicted Targeting miRNAs	Function
Acetylcholinesterase 1	GB43191	2.23	9.15 × 10^−24^	miR-6063, miR-6065, miR-3749, miR-6012, miR-3751	Hydrolysis of acetylcholine
Acetylcholinesterase 2	GB41856	2.21	1.80 × 10^−28^	miR-3718a, miR-3749, miR-3741, miR-3776, miR-3768, miR-3049-3p	
Voltage-dependent calcium channel type D subunit alpha-1	GB55480	2.23	5.29 × 10^−12^	miR-3741, miR-3739, miR-965-5p, miR-210, miR-3768	Mediate entry of calcium ions
Inositol 1,4,5,-tris-phosphate receptor	GB46583	0.39	7.96 × 10^−9^		Inositol triphosphate mediated calcium channel
Adenylate cyclase type 8	GB54593	0.39	2.34 × 10^−5^		Membrane-bound enzyme that catalyzes the formation of cAMP
Adenylate cyclase 3	GB45150	1.08	2.28 × 10^−3^		Membrane-associated enzyme that catalyzes the formation of cAMP
Phospholipase C	GB44174	−0.43	1.00 × 10^−4^	gi|323388982|ref|NC_007075.3|:4427403-4427428:-, gi|323388984|ref|NC_007073.3|:76047-76070: + , miR-3755, miR-6039, miR-210, miR-6012	Catalyzes the hydrolysis of phosphatidylinositol-4,5-bisphosphate to generate inositol 1,4,5-triphosphate (IP3) and diacylglycerol (DAG)
Phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit delta isoform	GB43074	1.72	4.69 × 10^−60^	miR-6056, miR-6059, miR-3730, gi|323388987|ref|NC_007070.3|:9617943-9617963:-, miR-3746, miR-3741	Phosphorylates phosphatidylinositol 4,5-bisphosphate to generate phosphatidylinositol 3,4,5-trisphosphate (PIP3)
Protein kinase C	GB43222	2.90	6.78 × 10^-46^	miR-3751, miR-6066, miR-3792, gi|323388987|ref|NC_007070.3|:9617943-9617963:-, miR-928, miR-3718b, gi|323388984|ref|NC_007073.3|:251491-251510: + , miR-3776, miR-3775, miR-3739, miR-6042, miR-965-5p, miR-6059, miR-3741, gi|323388978|ref|NC_007079.3|:1762825-1762846:-, miR-6056	Protein phosphorylation
Dual specificity mitogen-activated protein kinase kinase dSOR1	GB41067	0.76	3.01 × 10^−3^	miR-3741, miR-3777	Dual-specific protein kinase that sits down-stream of Raf in the MAPK pathway
Mitogen-activated protein kinase ERK-A	GB51503	0.10	2.58 × 10^−6^		Protein kinase that sits down-stream of Raf in the MAPK pathway
High-affinity choline transporter 1	GB43293	2.48	5.62 × 10^−7^	gi|323388982|ref|NC_007075.3|:15585205-15585227:-, miR-6056, gi|323388972|ref|NC_007085.3|:3190449-3190472:-, miR-6063, gi|323388987|ref|NC_007070.3|:9617943-9617963:-, miR-6059, gi|323388984|ref|NC_007073.3|:76047-76070:+	Imports choline from extracellular space
Guanine nucleotide-binding protein beta subunit 2	GB54181	1.63	1.84 × 10^−163^	miR-3049-5p, miR-6048, miR-6049, gi|323388976|ref|NC_007081.3|:2775657-2775678:-, miR-210, miR-3775, miR-3776, gi|323388987|ref|NC_007070.3|:1183784-1183805: + , gi|323388982|ref|NC_007075.3|:15585205-15585227:-, miR-6056, miR-3740, miR-3741, gi|323388982|ref|NC_007075.3|:15584822-15584844:-, miR-3751, miR-3717, gi|323388984|ref|NC_007073.3|:251491-251510: + , miR-3790	Involved in the recruitment, assembly and/or regulation of a variety of signaling molecules
Guanine nucleotide-binding protein G(o) subunit alpha	GB54642	1.34	2.92 × 10^−10^	miR-282, miR-6063	
Guanine nucleotide-binding protein G(q) subunit alpha	GB43282	1.52	7.91 × 10^−51^	miR-263a, miR-14	
Potassium voltage-gated channel subfamily KQT member 1	GB51854	0.42	5.97 × 10^−4^	gi|323388972|ref|NC_007085.3|:379513-379535: + , miR-3761, gi|323388984|ref|NC_007073.3|:76047-76070: + , miR-3741, gi|319965553|ref|NW_003378466.1|:4745-4762: + , miR-3717	Voltage-gated potassium channel, normally associated with caridiac cell repolarisation
cAMP-dependent protein kinase 3	GB48362	0.78	4.24 × 10^−5^		cAMP-dependent phopohrylation of target proteins
Calcium/calmodulin-dependent protein kinase II	GB49535	1.25	4.59 × 10^−22^	miR-3790, gi|323388979|ref|NC_007078.3|:10730925-10730949:+	Calcium/calmodulin-dependent serine/threonine protein kinase
Phosphotidylinositol 3 kinase 21B	GB42200	0.95	7.74 × 10^−22^		Phophorylation of the inositol ring of phosphatidylinositol
Muscarinic acetylcholine receptor	GB51689	0.94	1.56 × 10^−4^	miR-34	Cholinergic receptor family
Cyclic AMP response element-binding protein A	GB47941	0.62	6.97 × 10^−4^	miR-92a, miR-92b	Transcription factor

^*^Log Fold Change represents the expression level in workers relative to queens, as determined by high throughput sequencing. A negative value indicates a down-regulation in gene expression in workers relative to queens, a positive value indicates the opposite. FDR = False discovery rate adjusted P-value.

# Supplementary material for: MicroRNAs in Honey Bee Caste Determination
**Source:** Sci Rep. 2016 Jan 7;6:18794. doi: 10.1038/srep18794
**Supplement:** Supplementary Information

# MicroRNAs in Honey Bee Caste Determination

*Regan Ashby<sup>1,2\*</sup>, Sylvain Forêt<sup>1\*</sup>, Iain Searle<sup>1,3</sup>, Ryszard Maleszka<sup>1</sup>*

## Supporting Information

**Supplementary Figure S1: Distances between neighbouring miRNAs for (A) previously known, and (B) novel miRNAs.**

**Supplementary Table S1: Nucleotide sequence information and chromosomal locations of novel miRNAs**

**Supplementary Table S2: GO and KEGG gene set enrichment analyses for differentially expressed genes, miRNA targets, methylated genes and differentially methylated genes.**

Tab 1.1: GO analysis for differentially expressed genes,

Tab 1.2: KEGG analysis for differentially expressed genes,

Tab 2.1: GO analysis for the predicted miRNA targets,

Tab 2.2: KEGG analysis for the predicted miRNA targets,

Tab 3.1: GO analysis for the predicted miRNA targets having a statistically significant Pearson correlation coefficient with their miRNA,

Tab 3.2: KEGG analysis for the predicted miRNA targets having a statistically significant Pearson correlation coefficient with their miRNA,

Tab 4.1: GO analysis for the methylated genes,

Tab 4.2: KEGG analysis for the methylated genes,

Tab 5.1: GO analysis for the differentially methylated genes,

Tab 5.2: KEGG analysis for the differentially methylated genes.

**Supplementary Table S3: miRNA target prediction**

Tab 1: Initial miRNA target prediction using the methods PITA, Miranda and RNAHybrid.

Tab 2: Refined miRNA target predictions based on a significant correlation between the expression of the miRNAs and their predicted transcript targets.

**Supplementary Table S4: Overlapping GO terms enriched in miRNA target genes predicted by different methods.**

Tab 1: Overlapping GO terms enriched in miRNA target genes predicted by PITA, Miranda and RNAHybrid.

Tab 2: Overlapping GO terms enriched in miRNA target genes predicted by PITA and Miranda.

Tab 3: Overlapping GO terms enriched in miRNA target genes predicted by Miranda and RNAHybrid.

Tab 4: Overlapping GO terms enriched in miRNA target genes predicted by PITA and RNAHybrid.

**Supplementary Table S5: StemLoop Primers used for quantitative PCR analysis.** Nucleotides within the 'miRNA Sequence' column labelled orange represent the targeting (complementary) sequence for the corresponding forward primer. Nucleotides labelled in red within the 'StemLoop Primer' column represent the universal probe binding site.

**A.**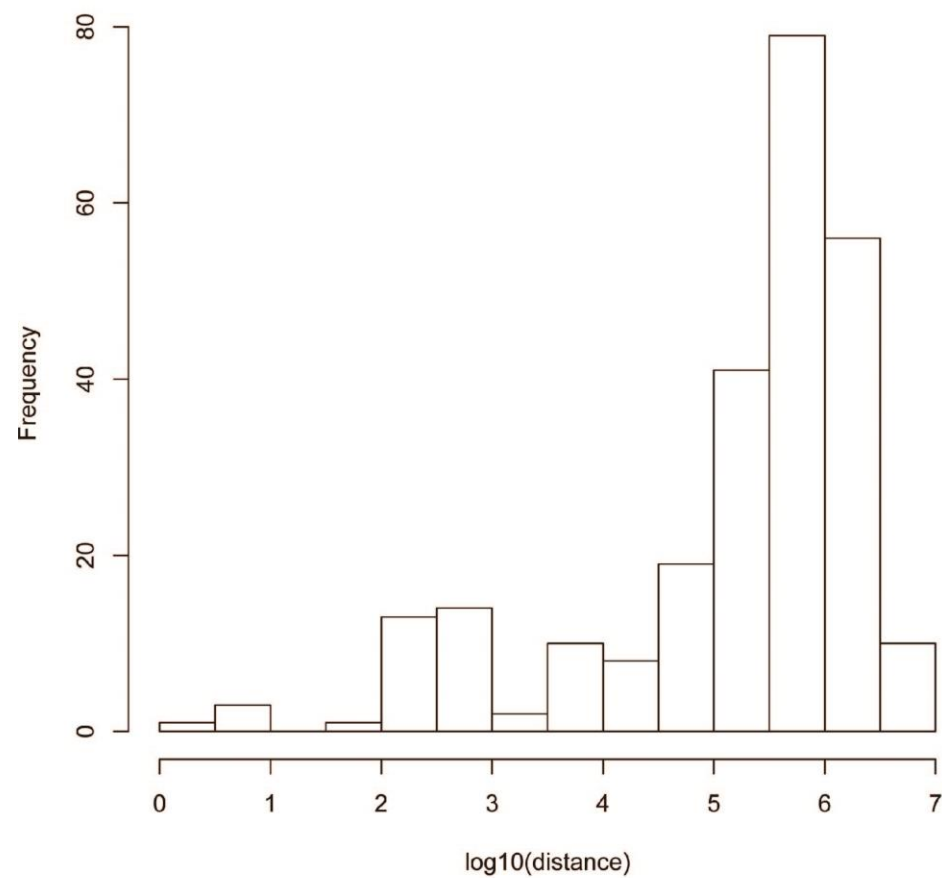**B.**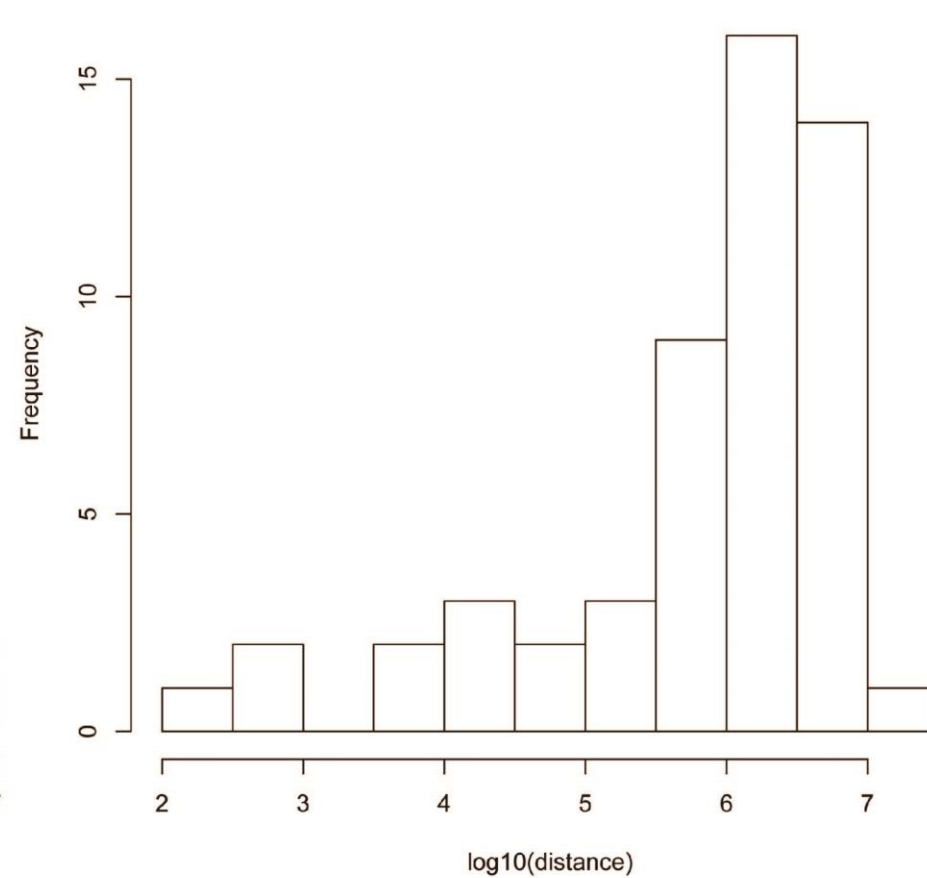

Supplementary Figure S1: Distances between neighbouring miRNAs for (A) previously known, and (B) novel miRNAs

| No. | mirBase                  | miRNA Sequence           | StemLoop Primer                                      | Forward Primer         |
|-----|--------------------------|--------------------------|------------------------------------------------------|------------------------|
| 1   | ame-Bantam               | TGAGATCATTGTGAAAGCTGATT  | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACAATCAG   | GCGCGTGTGAGATCATTGTG   |
| 2   | ame-mir-1175             | TGAGATTCACCTCCAACCTTA    | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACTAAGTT   | CCGCCTTGAGATTCACCTCT   |
| 3   | ame-mir-13b              | TATCACAGCCATTTTGACGA     | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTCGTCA  | CCGCCCTATCACAGCCATTT   |
| 4   | ame-mir-2                | TCACAGCCAGCTTTGATGA      | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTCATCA  | CCGCCTATCACAGCCAGCTT   |
| 5   | ame-mir-252a             | ATAAGTACTAGTGCCGCAGGA    | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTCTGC   | GCGGCGATAAGTACTAGTGC   |
| 7   | ame-mir-276              | TAGGAACCTCATAACGCTGCTCTT | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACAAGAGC   | CGCCCGTAGGAACCTCATAAC  |
| 8   | ame-mir-2765-5p          | TGGTAACTCCACCAACGTTGGCG  | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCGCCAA   | GCGTAGTGGTAACTCCACCA   |
| 9   | ame-mir-283              | AAATATCAGCTGGTAATTCTGGGA | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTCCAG   | CGCCCGAAATATCAGCTGGT   |
| 10  | ame-mir-315              | TTTTGATTGTTGCTCAGAAA     | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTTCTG   | CGCCCGTTTTGATTGTTGCT   |
| 11  | ame-mir-3715             | TCGGTAAGCAGAGTATAA       | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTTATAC  | CGCCTCCATCGGTAAGCAGAG  |
| 12  | ame-mir-375              | TTTGTTCTGTTGCGCTCAGAGTTA | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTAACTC  | GGCGTGTGTTGTTCTGTTGCGC |
| 13  | ame-mir-6001-3p          | TTCTCTTTGGTTGTTACCACT    | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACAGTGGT   | GCGCGGGTTCTCTTTGGTTGT  |
| 14  | ame-mir-71               | TGAAAGACATGGGTAGTGA      | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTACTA   | CGGGCACTGAAAGACATGGG   |
| 15  | ame-mir-750              | CCAGATCTAACTCTCCAGCTCA   | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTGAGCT  | GCGGCTGCCAGATCTAACTC   |
| 16  | ame-mir-87-1             | GTGAGCAAAGTTTCAGGTGTGTG  | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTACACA  | CCGCCTGTGAGCAAAGTTTC   |
| 17  | ame-mir-87-2             | GTGAGCAAAGTTTCAGGTGTGTC  | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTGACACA | CCGCCTGTGAGCAAAGTTTC   |
| 18  | ame-mir-let7             | TGAGGTAGTAGGTTGTATAGTA   | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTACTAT  | CGCCGATGAGGTAGTAGGTT   |
| 20  | ame-mir-263b (Control 1) | CTTGGCACTGGAAGAATTACAGAG | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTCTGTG  | CGGGTTCTTGGCACTGGAAG   |
| 21  | ame-mir-11 (Control 2)   | CATCACAGGCAGAGTTCTAGTT   | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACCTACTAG  | GCGTACCATCACAGGCAGAG   |
| 22  | Universal reverse primer |                          |                                                      | GTGCAGGGTCCGAGGT       |

**Supplementary Table 5: StemLoop Primers used for quantitative PCR analysis.** Nucleotides within the ‘miRNA Sequence’ column labelled orange represent the targeting (complementary) sequence for the corresponding forward primer. Nucleotides labelled in red within the ‘StemLoop Primer’ column represent the universal probe binding site.

How the deposited data were processed for this re-analysis (not part of the article)

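Small RNA and mRNA were each measured in 15 libraries of honeybee larvae, 5 for drones, 5 for queens and 5 for workers. Each library came from a pool of 5 larvae, with 25 larvae per caste from a single hive, at 96 ± 1 h for queens and workers and 96 ± 5 h for drones, where ± gives the age range. All castes came from the same hive, so the values describe that colony. The wider age range of drones applies to the comparisons with drones and not to that of workers with queens.

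The values used here are raw counts, 1 table for each of the 30 libraries. For the miRNA counts, the authors removed reads of rRNA and tRNA, discarded short reads and ran mirDeep2 on each library and on all reads together, merged and curated the predictions, and deposited its read counts without normalization. For the mRNA counts, the authors mapped strand-specific reads with TopHat to the honeybee assembly, and deposited the htseq-count output for the genes of the official gene set. The mapping option and the stranded option that the paper's methods name refer to strand in different ways, and the counts alone do not show how reads on the opposite strand were treated, so antisense overlap is a limit of all mRNA values. The file of counts lists GB identifiers, and the reference table at hand holds neither product names nor a match for them, so genes are named here as the paper names them and otherwise by identifier. Of the gene identifiers named in the paper, 45 of 63 were in the count files. The other 18, all of Table 3, were not analysed here. Citrate synthase and ATP citrate lyase are among these, and were analysed under GB52073 and GB54216, their identifiers in the paper's citric acid cycle list. Of the miRNAs it names, 67 were in the count files, 43 of which passed the filter and 24 of which lay below it.

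Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Features with at least 5 counts in at least 5 of the 15 libraries of a molecule were retained. TMM factors were calculated over these 15 libraries, and a quasi-likelihood model with a term for caste was fitted to all 15. The 3 comparisons (workers relative to queens, queens relative to drones, workers relative to drones) were tested with the quasi-likelihood F test, with Benjamini-Hochberg adjustment within each comparison and a false discovery rate of 1%. Values in CPM use the TMM-adjusted library sizes, and log2 CPM uses a prior count of 2. Means are given with the SD over 5 libraries and log2 fold changes with the standard error of the fit. A fold against a group with at most 3 counts in all libraries is given as a lower bound.

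Grouping was measured by principal components, by complete-linkage clustering on Euclidean distances and by an exact permutation test over the 126126 divisions of 15 libraries into 3 groups of 5. Correlations between miRNAs and their listed targets were recomputed over libraries of the same caste and number. This was done for the 654 pairs with an adjusted p below 0.05, all among the 1999 of 3401 entries of the correlation table held here. Signs and values with caste means removed are on log2 CPM. Differences from the paper's table and comparisons with other genes or pairings are on CPM. To compare the share of called targets, 10000 lists of other genes were drawn with as many pairs per miRNA at or above the smallest listed correlation. The lists of the citric acid cycle, the cholinergic pathway, the ephrin pathway and the correlated targets were tested with limma's camera, with 12 tests adjusted together at a false discovery rate of 5%, and again with fry and with an estimated correlation between genes. Changes shared by a pair of comparisons were set against 20 simulated sets of counts without a difference between castes.

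The features named are those the paper names in its text or in Tables 2 to 5, and the 2 miRNAs or 3 genes with the largest significant change in each direction and comparison among those with a mean log2 CPM of at least 3, a choice made before the data were examined. Of the latter genes, those printed are limited to 3. Library totals are given with the results. The test was checked on simulated data with the means and spread of these libraries, in which 4 of 20 miRNAs and 158 of 200 genes with a log2 fold change of 1 were called in one comparison, and 0 of the unchanged miRNAs and 1 of the unchanged genes.

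The alternatives were DESeq2's size factors, upper-quartile normalization, library size only, edgeR's exact and likelihood ratio tests, DESeq2's Wald test, no filter, at least 10 counts in every library, fits to the 2 castes compared only, a false discovery rate of 5%, a fold change above 1.5 as a further condition, a block for the replicate number and the omission of each library in turn. A filter of more than 5 counts in more than 5 libraries, edgeR's classic exact test and the combination of both with a false discovery rate of 5% were added after the values had been seen. The PCR measurements, methylation, gene ontology enrichment and the further entries of the correlation table were not analysed here.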

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

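All tests in this part were chosen after the values had been seen, except that of unequal library totals.

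Among the named miRNAs and genes, 110 groups of 5 libraries were examined for a single library far from the other 4, and 5 groups held one, where chance alone gives 5.5. The number of such libraries is therefore no larger than chance would give, and none of them was left out.

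For ame-mir-34, queen replicate 2 lay at 6.30 log2 CPM with the other queens between 7.75 and 7.94 (174 counts), and worker replicate 5 lay at 8.46 with the other workers between 7.84 and 7.94 (319 counts). For bantam, queen replicate 4 lay at 16.20 with the others between 15.33 and 15.57, and worker replicate 5 lay at 16.16 with the others between 15.23 and 15.42. For ame-mir-33, drone replicate 2 lay at 7.85 with the others between 6.98 and 7.13 (1070 counts). Without queen replicate 4, the difference of bantam between queens and drones had an adjusted p of 0.011 (edgeR, log2 fold change -0.60) in place of 0.00646. The differences of bantam without worker replicate 5, of ame-mir-34 without queen replicate 2 or worker replicate 5 and of ame-mir-33 without drone replicate 2 stayed on the same side of the threshold. What set these libraries apart was not tested for single miRNAs. No biological explanation was tested for single libraries, since the design gives none within a caste.

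Queen replicate 2 is also the library with the most unusual miRNA profile. On a line from the mean of the other queens (0%) to the workers (100%) it lay at 53.9%, while the other queens lay between -22.9 and 8.46%. Low sequencing depth was excluded, since the other queen libraries thinned to its total reached at most 7.65%. A mislabelled or mixed pool of larvae was excluded on the condition that the same pools gave both kinds of library, which the description of the sampling implies but does not state, because no queen mRNA library lay further than 4.66% along the same line. Worker RNA in the miRNA library alone may account for part of it. Apart from spread between libraries, a mixture gives no value beyond both of its sources. Of 43 miRNAs higher in workers, 36 lay towards the workers, 7 of these beyond them. Of 16 miRNAs lower in workers, 12 lay towards the workers, 1 of these beyond them. The miRNAs lower in workers lay a median 58.3% of the way to the workers and those higher in workers 28.8%. Their quartile ranges of 7.38 to 81.1 and 8.28 to 61.2% are wide and overlap, so they cannot decide on this explanation, which remains open. A difference in the miRNAs of these larvae was not tested.

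Ame-mir-3759, which the paper does not discuss, showed the largest increase of any known miRNA in workers relative to drones, with a log2 fold change of 7.225. Over the alternatives it lay between 7.01 and 7.39 and in the fits without 1 library between 6.94 and 7.36. With 5 to 20 counts in the drone libraries and 304 to 373 in the worker libraries, which have the lowest totals, a difference in depth acts against the increase. Unequal library totals were also tested on the number of calls: with all libraries of a molecule thinned to the smallest total, the calls fell by at most 1.35 times. The counts of this miRNA thus differed between workers and drones. The cause of this difference was not tested, and neither were reads shared between related miRNAs.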

How the results depend on the processing

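The alternatives concern scaling, filter, test, threshold, the libraries included and the method of the gene set tests. The added filter, the classic exact test and their combination with a false discovery rate of 5% were chosen after the values had been seen.

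For miRNAs, the number of differences in workers relative to queens rose from 39 to 60 with library size only (52 higher, 8 lower), to 68 at a false discovery rate of 5% and to 72 under the added combination. For queens relative to drones it changed from 58 to 38 with at least 10 counts in every library, where fewer miRNAs were tested, and to 88 at a false discovery rate of 5% and 88 under the combination. In workers relative to drones it rose from 57 to 91 at 5%. The number in all 3 comparisons rose from 6 to 13 with DESeq2's Wald test, to 19 at 5% and to 27 under the combination. The rise at a higher false discovery rate follows from the threshold. For library size only and the Wald test the cause was not tested. Requiring 10 counts in every library left 106 of 180 miRNAs by construction.

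In the 15 fits that each left out 1 library, the number of miRNAs ranged from 28 (without worker replicate 2) to 59 (without queen replicate 2) in workers relative to queens, from 38 (without drone replicate 3) to 60 (without worker replicate 3) in queens relative to drones, and from 46 to 62 in workers relative to drones. The corresponding ranges for mRNA were 5976 to 6516, 5029 to 5558 and 6130 to 6724. For mRNA all alternatives stayed within 1.5 times of the main number except a fold change above 1.5, which by construction left 3413 genes in queens relative to drones, 4345 in workers relative to drones and 1003 in all 3 comparisons.

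Under library size only, 3 of the 64 named results changed direction, all in workers relative to queens. They were GB44492 (from -0.55 to 0.06), GB52073 (from -0.18 to 0.427) and GB44174 (from -0.44 to 0.171). This scaling moves the median of all genes by 0.61, so these changes follow a common shift and are not particular to these genes. The number of genes called lower in workers fell from 3200 to 990, and directions outside the named results were not listed. Of the 64 named results, 13 changed sides of the threshold when 1 library was left out, 8 weaker and 5 stronger, and none changed direction. The largest numbers of changed named results among the other alternatives were 8 stronger under the added combination, and 4 weaker and 4 stronger with upper-quartile normalization.

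With caste means removed, the positive share of the correlated pairs fell from 68.65 to 55.35%, and the number of pairs with the sign of the paper's table from 654 to 425, if libraries of the same caste and number are taken as a pair. In the gene set tests, the citric acid cycle list in workers relative to queens passed the threshold with fry (9.18e-12). Between queens and drones, the citric acid cycle list (0.113) and the target list (0.238) did not pass it with an estimated correlation. Fry tests a list on its own, and the cause of the other changes was not tested.

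A block for the replicate number gave 27, 48 and 45 miRNAs and 6323, 5327 and 6502 genes. Deviations of libraries with the same number had correlations between castes from -0.401 to 0.264 for miRNAs, of which 2 of 15 lay over 0.1, and from -0.192 to 0.026 for mRNA, so the numbers do not pair libraries and the unblocked values are used.

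In simulated data with the counts and the spread of these libraries, 4 of 20 changed miRNAs were found at a log2 fold change of 1, and the simulation does not separate depth from spread. With all miRNA libraries thinned to the smallest total, 136 miRNAs passed the filter in place of 180, and the calls were 40, 44 and 48 in place of 39, 58 and 57. Depth thus limits which miRNAs can be tested.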

Differences from the paper's values

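The paper gives 27 miRNAs that differ in all 3 comparisons, against 6 here. Of the alternatives set before the data were examined, a false discovery rate of 5% gave 19, within 1.5 times of the paper's number, and the others did not. For workers relative to queens the paper gives 72 miRNAs, against 39 here. Here and below, a gap in the number of miRNAs is called closed if the number came within 1.5 times of the paper's. That for workers relative to queens closed with DESeq2's size factors (49), library size only (60), edgeR's likelihood ratio test (50) and DESeq2's Wald test (56). It also closed at a false discovery rate of 5% (68) and without queen replicate 2 (59). With the other alternatives set before the data were examined it remained.

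The paper gives 30 miRNAs lower in workers relative to queens, against 11 here. The gap closed with DESeq2's size factors (28), upper-quartile normalization (30), the Wald test (28), no filter (25), at least 10 counts in every library (20), the 2 castes compared only (21), a false discovery rate of 5% (25), and without drone replicate 3 (24), drone replicate 5 (27), queen replicate 1 (20), queen replicate 4 (20), queen replicate 5 (24) or worker replicate 3 (23). It remained with the other alternatives set before the data were examined. The paper gives 49 miRNAs higher in queens relative to drones, against 22 here. This gap closed with upper-quartile normalization (40), the Wald test (35) and a false discovery rate of 5% (42). With the other alternatives set before the data were examined it remained.

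A combination of more than 5 counts in more than 5 libraries, edgeR's classic exact test and a false discovery rate of 5% gave 27 miRNAs in all 3 comparisons, 72 (42 higher, 30 lower) in workers relative to queens, 88 (49 higher, 39 lower) in queens relative to drones and 80 (44 higher, 36 lower) in workers relative to drones. This filter alone retained 164 miRNAs (119 known, 45 predicted), and alone it gave 21 lower in workers relative to queens. The filter, the test and the combination were chosen after the values had been seen.

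For GB51503 (ERK-A) the paper gives a log2 fold change of 0.1 in workers relative to queens, against 0.404 here. None of the alternatives set before the data were examined closed the gap, with values from 0.38 to 1.01. For the 38 other genes of Tables 3 to 5 analysed here, the values lay within 0.026 of the paper's.

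The fold changes in Table 2, read by eye, are on another scale than linear folds. They match 1 plus the absolute log2 fold change, with the sign of the change, to within 0.325 (median 0.101 over 51 values), a scale found by comparing the values. Read as linear folds, 6 of them differ by more than 1.5 times: mir-1175 in workers relative to drones (about -3.6 in Table 2, read by eye, against -5.94), mir-2765-5p in queens relative to drones (about 3.7 in Table 2, read by eye, against 6.01) and in workers relative to drones (about 3.5 in Table 2, read by eye, against 5.88), mir-3715 in queens relative to drones (about -3.7 in Table 2, read by eye, against -7.00) and in workers relative to drones (about -3.9 in Table 2, read by eye, against -7.47), and mir-6001-3p in workers relative to drones (about 3.5 in Table 2, read by eye, against 5.80).

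The paper states that mir-100, mir-125, mir-33, mir-190, mir-279 and mir-14 differ between castes, the last in workers relative to queens. Here mir-100 (lowest adjusted p 0.0893, edgeR) was called with DESeq2's size factors, upper-quartile normalization, the Wald test, no filter and at least 10 counts in every library, and without drone replicate 5. Mir-125 (0.0468, edgeR) was called with upper-quartile normalization, the Wald test, the 2 castes compared only and a false discovery rate of 5%. Mir-190 (0.0205, edgeR) was called with library size only, at least 10 counts in every library and a false discovery rate of 5%, without queen replicate 4, and with the classic exact test, which was chosen after seeing the values. Mir-279a was called with upper-quartile normalization and mir-279c with library size only, and mir-279b in the main test. Mir-14 (0.069, edgeR) was called in workers relative to queens under the combination chosen after seeing the values, under which mir-100, mir-125 and mir-190 were called as well. Mir-33 (0.0592, edgeR) was called in 0 settings.

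The paper states that each caste groups separately in the clustering of miRNA libraries. Here 3 clusters placed queen replicate 2 with the 5 workers, where it also lies in the paper's Fig. 2C.

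The paper discusses semaphorin 2a (GB46091) together with mir-34, and 0 of the correlated pairs joined them.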

Other observations

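In this part, the tests of the target list and of replicate spread were chosen after the result was seen, and those of library divisions, shared libraries and composition were not.

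Of 100 divisions of the 10 libraries of a pair of castes into 5 and 5, drawn from the 126 possible and including the real one, 1 (the real one) gave as many calls as the castes did. This held for miRNA in workers relative to queens, queens relative to drones and workers relative to drones and for mRNA in workers relative to queens, queens relative to drones and workers relative to drones. In fits to the 2 castes compared only, the real divisions gave 33, 60 and 64 miRNAs and 6482, 5426 and 6674 genes, and the highest numbers in other divisions were 4, 2 and 2 miRNAs and 0 genes.

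The log2 fold changes of queens and workers relative to drones had a correlation of 0.823 across miRNAs and of 0.626 across genes, which are not independent replicates. In 20 simulated sets without a difference between castes, where the drone libraries are shared as well, the correlations lay between 0.160 and 0.603 and between 0.304 and 0.371. The observed values lie above these ranges, which excludes the shared drone libraries as the whole cause. For changes relative to queens, the correlation was below the simulated range in both molecules (0.093 against 0.306 to 0.720 and 0.306 against 0.694 to 0.729). For changes relative to workers it lay within the simulated range for miRNAs (0.489 against 0.389 to 0.717) and above it for genes (0.551 against 0.390 to 0.460), and more genes changed in the same direction relative to workers (4227) or queens (3165) than relative to drones (2744). For mRNA, an excess over shared libraries is thus not particular to drones. A difference between drones and both females, in ploidy, sex or age range, remains open and was not tested.

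With library size only, the median log2 fold change of all genes in workers relative to queens was 0.612. Without the 100 genes with the highest counts it was 0.084, and in workers relative to drones it fell from 0.582 to 0.217. These genes took 51.2 to 52.4% of the counts in queens, 44.8 to 47.6% in drones and 29.1 to 30.5% in workers. The shift towards workers under that scaling is consistent with a few genes that take a larger share of the counts in queens and drones.

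The correlated targets were called in 98.1% of cases. Genes outside the list that reached the same correlation with one of its miRNAs were called in 97.81% when counted once per pair. Counted once per gene, the 9500 genes, targets included, that reached it with at least 1 of the 96 miRNAs were called in 89.12%, a wider group in which a single correlation out of 96 is enough. In 10000 lists of genes outside the target list, drawn with as many pairs per miRNA at or above that correlation and with each gene counted once, the share was 97.64% on average, with 95% of lists between 96.46 and 98.72%, and 1956 lists reached that of the targets. The high share may therefore come from selecting pairs by a correlation across the 3 castes. Expression level was excluded as the whole cause, since lists matched on expression reached 87.26% at the upper end of their 95% range. A majority of positive pairs may likewise come from which miRNAs and genes are in the list. Random pairings of the same miRNAs and genes that reached the same correlation were positive in 73.47% of cases on average. The listed share of 68.65% was below most of these, since 9915 of 10000 random pairings were at least as high. Why it was lower was not tested.

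The biological coefficient of variation was higher between miRNA than between mRNA libraries of a caste. Among the 100 features of each molecule with the highest counts, the lowest miRNA value was 5.38 times the highest mRNA value. These 2 groups were not matched on counts, so lower counts per feature in the miRNA libraries were not excluded. Differences in library preparation were not tested. No biological explanation was tested.

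Libraries of both molecules with the same caste and number were not clearly linked, which limits what the correlations with caste means removed can show. The RV coefficient between the miRNA and mRNA libraries was 0.864, against a mean of 0.810 over the 1728000 reorderings of numbers within castes (exact permutation p = 0.0735).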
